# Bacterial diets differentially alter lifespan and healthspan trajectories in *C. elegans*

**DOI:** 10.1038/s42003-020-01379-1

**Published:** 2020-11-06

**Authors:** Nicole L. Stuhr, Sean P. Curran

**Keywords:** Feeding behaviour, Ageing, Ageing

## Abstract

Diet is one of the more variable aspects in life due to the variety of options that organisms are exposed to in their natural habitats. In the laboratory, *C. elegans* are raised on bacterial monocultures, traditionally the *E. coli B* strain OP50, and spontaneously occurring microbial contaminants are removed to limit experimental variability because diet—including the presence of contaminants—can exert a potent influence over animal physiology. In order to diversify the menu available to culture *C. elegans* in the lab, we have isolated and cultured three such microbes: *Methylobacterium, Xanthomonas*, and *Sphingomonas*. The nutritional composition of these bacterial foods is unique, and when fed to *C. elegans*, can differentially alter multiple life history traits including development, reproduction, and metabolism. In light of the influence each food source has on specific physiological attributes, we comprehensively assessed the impact of these bacteria on animal health and devised a blueprint for utilizing different food combinations over the lifespan, in order to promote longevity. The expansion of the bacterial food options to use in the laboratory will provide a critical tool to better understand the complexities of bacterial diets and subsequent changes in physiology and gene expression.

## Abstract (web summary)

Stuhr and Curran profile the metabolic, lifespan and health outcomes of *C. elegans* under six bacterial diets: the three most commonly used *E. coli* strains OP50, HT115, HB101, along with *Methylobacterium, Xanthomonas*, and *Sphingomonas*. These results show how diet can differentially alter multiple life history traits including development, reproduction, and metabolism, and can provide a better understanding of the complexities of bacterial diets and subsequent changes in physiology and gene expression.

## Introduction

Since the discovery that aging can be improved by dietary, genetic, and pharmacological interventions, there has been an increase in studies aiming to elucidate how each of these interventions can promote long life and healthy aging. Many dietary interventions, including calorie restriction (CR), intermittent fasting, and dietary restriction^1^ have been shown to not only increase maximal lifespan, but average lifespan of the cohort and healthspan as well. New diets and fads have become popularized within society^2,3^; however, these dietary fads focus on removing one aspect of diet (carbohydrates, sugars, fats, proteins, etc.) instead of focusing on the overarching complexity of food.

Food is imperative for all organisms in order to provide nourishment to fuel growth and essential cellular functions. Diet is one of the more variable aspects in life due to the vast options that organisms are regularly exposed to in their natural habitats. Survival within these environments require organisms to select high-quality food sources from a range of nutritiously diverse alternatives. For centuries, society has accepted that diet is important for health and longevity; “You are what you eat.” However, our understanding of why diet holds such profound influence over our health, and how we can use this knowledge to improve overall health and longevity requires further study.

Many diet studies have employed the use of the model organism *Caenorhabditis elegans*^4–6^ due in part to the many shared core metabolic pathways with mammals^6^. Understanding how the introduction of specific dietary foods impact both health and lifespan in the worm may aid in explaining the variability in the rates of aging and severity of age-related disease. These bacterivore nematodes can be used for the identification of dietary effects due to their invariant, and short developmental and reproductive periods, which are followed by an averaged 3-week lifespan^7^.

The impact of bacterial diets on physiology is vast and certainly integrates into multiple life history traits, including development^8^, reproduction^9^, healthspan^10^, and longevity^4,11–13^. Additional studies have identified diet-induced phenotypic effects that are accompanied by measurable differences in metabolic profiles^11,14,15^, fat content^5,6,8,16^, and feeding behavior^8,13,17,18^. *C. elegans* interact with a variety of bacterial species in their natural environment, including Proteobacteria, Bacteroidetes, Firmicutes, and Actinobacteria^19^. Under normal laboratory conditions, *C. elegans* are cultured using the standardized bacterial species *Escherichia coli* OP50. This bacterium was not chosen because of its association with nematodes in the wild, but because of availability in the laboratory setting^16^. Maintenance of *C. elegans* in the laboratory includes the removal of spontaneously occurring bacterial contaminants, in order to limit experimental variations. The lack of exposure of *C. elegans* to naturally occurring bacterial species have led to many aspects of *C. elegans* biology becoming undetectable in the artificial laboratory environment^16,19–22^.

We routinely noticed that *C. elegans* are found feeding on contaminants, when present, rather than the *E. coli* food source supplied. With this in mind, we looked at these contaminants as an opportunity to examine the impact that different food sources have on physiology. We identified the genera of three such “contaminants” as bacterium that can be found in *C. elegans* natural habitats. As such, we decided to use these three microbes alongside the three most commonly used *E. coli* fed to worms, to expand the menu of bacterial diets and provide insight into the contribution that different foods have on *C. elegans* physiology^4,23^. Our studies provide a comprehensive assessment of changes in physiology and transcriptomic signatures, as a result of *C. elegans* exposure to bacteria found in the laboratory environment versus their natural environment. To our knowledge, this is the first side-by-side comparison documenting how these six bacteria differentially effect multiple key aspects of *C. elegans* physiology over the lifespan. These data represent a critical resource to realize the impact different bacterial foods can have on multiple aspects of *C. elegans* physiology and gene expression.

## Results

### Identification and characterization of three distinct bacterial diets

In their natural environment, *C. elegans* need to adapt to a variety of microbes they might encounter, as a source of food. The necessity to cope with varied food sources have likely shaped multiple aspects of their biology, which are masked in the artificial laboratory environment where they are fed the unnatural diet of *E. coli*^7^. In order to elucidate the underlying connection between bacterial diet and physiology, it is important to evaluate how different foods influence behavior and physiological attributes.

We isolated and cultured three bacterial species as noteworthy *C. elegans* foods that we call “Red”, “Orange”, and “Yellow” due to their pigments when grown on plates (Fig. 1a). Using 16 S ribosomal sequence alignment, we identified the genus of each new bacterial diet: Red is *Methylobacterium*; Orange is *Xanthomonas*, and Yellow is *Sphingomonas*. Intriguingly, these three bacterial diet genera can be found in *C. elegans* natural environments^16^. We next identified optimal growth parameters to ensure monoculture growth for each bacteria in LB broth and on plates (Supplementary Fig. 1a). Although most species were able to grow at 37 °C on LB solid media and in LB liquid media, Red/*Methylobacterium* required a growth temperature of 30 °C on LB solid media, while Yellow*/Sphingomonas* required a growth temperature of 26 °C in LB liquid media. The growth rate of each bacterial species was similar, except Red/*Methylobacterium*, which was markedly reduced (Fig. 1b and Supplementary Fig. 2a).

**Fig. 1:**
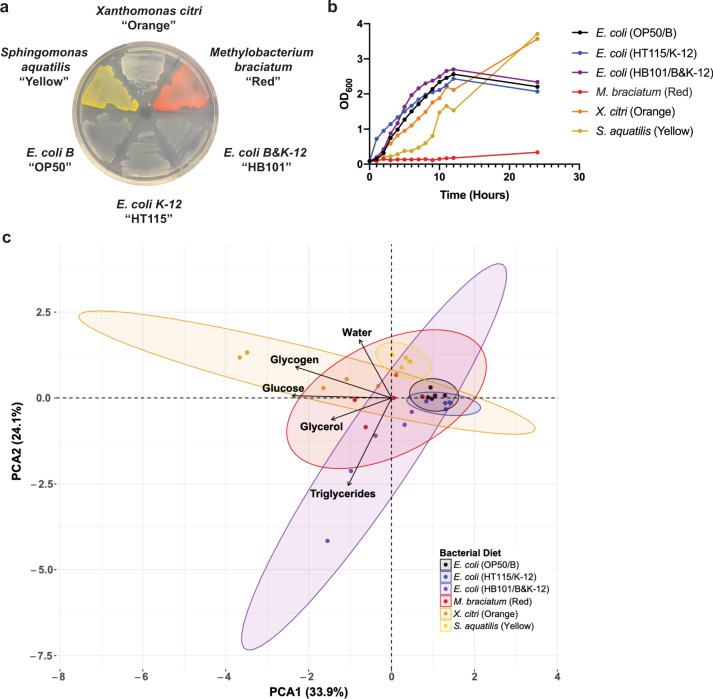
Characterization of bacterial diets. **a** Bacterial streak plate with the six bacterial diets fed to *C. elegans*. **b** Growth curves of the bacteria with antibiotics, with optical density measurements every hour for 12 h and another measurement taken at 24 h. **c** Principal component analysis (PCA) of metabolite concentrations in the different bacterial diets. Bacteria were collected during the log phase of growth for bomb calorimetry (water content) and metabolite kits.

Preceding research has identified many distinct differences in macronutrient composition between the three *E. coli* strains used to raise *C. elegans* in the laboratory. Not only do these strains differ in carbohydrate levels^24,25^, but also contain varying levels of vitamin B12 (ref. ^25^), dietary folate, and tryptophan^26–28^. The dissimilarity between these bacterial compositions has been shown to alter many phenotypic attributes in *C. elegans*. To assess the nutritional value of the bacterial diets used in our studies, we first performed bomb calorimetry to define the total caloric composition of each bacteria. Surprisingly, the total caloric composition was not significantly different in any of the bacteria in comparison to the *E. coli* OP50/B bacterial diet. In order to better assess the differential nutrient composition of each bacteria, we next measured the concentrations of glucose, glycerol, glycogen, triglyceride, and water to define a nutritional profile for each bacterial food source (Fig. 1c and Supplementary Fig. 1b–g). Orange/*Xanthomonas* was the most significantly different food among the three distinct bacterial diets because glucose, glycerol, glycogen, and water content were all higher than the levels found in OP50/B. Red/*Methylobacterium* displayed a similar trend with an increase in glycerol, glucose, and water content, but not triglycerides. Finally, Yellow/*Sphingomonas* only carried more glycerol and water content, compared to *E. coli* OP50/B. Interestingly, *E. coli* HB101/B&K-12 was the only bacterial diet with an increase in triglyceride content relative to *E. coli* OP50/B. We also noted that glucose and glycogen content were highest in Orange/*Xanthomonas*, glycerol and triglyceride content were highest in *E. coli* HB101/B&K-12, and water content was highest in Yellow*/Sphingomonas*. Taken together, Red/*Methylobacterium*, Orange/*Xanthomonas*, and Yellow/*Sphingomonas* represent three new potential *C. elegans* food sources, with similar calorie content, but differential nutritional composition to *E. coli* OP50/B that could be used to investigate dietary effects on animal physiology.

### Bacterial diets direct unique transcriptional signatures

We next confirmed that worms could be cultured on each bacteria as the sole source of nutrition to enable the systematic characterization of the impact of these foods on *C. elegans* health. After maintaining animals on each bacterial food for >30 generations, we then compared animals reared on these new laboratory bacterial foods alongside populations grown on the three most common *E. coli* foods (OP50, HT115, and HB101).

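RNA was taken from whole wild-type (N2) worms at the L4 stage, 48 h after synchronized larvae were placed on food, from populations kept on each food for at least 30 generations. Sequencing gave 24 libraries, 4 for each of the 6 foods, and the authors deposited the number of reads counted on each of 46726 genes, without normalization. A symbol is given for 43623 of these genes, and 23947 had at least 1 read in at least 1 library. Between 16096542 and 29711821 reads per library were counted on genes, with a median of 20349614. The median was 19783784.5 on OP50, 20395952 on HT115, 20473988.5 on HB101, 20348610 on Red, 19465079 on Orange and 22133241 on Yellow. The spread between replicates of the same food was measured relative to counting error: over the 36 pairs of replicates, the median chi-square per gene ran from 2.09 to 206 with a median of 29.8. This gives the size of the spread and is not a test, since separate samples are bound to exceed counting error. The paper's methods give no number of RNA-seq libraries per food; the legend of Fig. 4, which holds RNA-seq panels beside other assays, says that its studies were done in triplicate. For each food, 225 choices of libraries were tried against the mean count per gene in the authors' deposited table, and 1 choice, of 3 OP50 and 3 food libraries, matched the means and the genes listed at 0. These libraries were replicates 2, 3 and 4 of OP50, HT115 and Red, replicates 1, 2 and 4 of HB101, and replicates 1, 3 and 4 of Orange and Yellow. The 6 libraries outside those tables were OP50 replicate 1 (21084841 reads), HT115 replicate 1 (22262372), HB101 replicate 3 (29711821), Red replicate 1 (21852546), Orange replicate 2 (19496519) and Yellow replicate 2 (24307396). The paper gives no reason for leaving them out. Values are therefore given first over the 3 libraries per food that the authors used and then over all 4, a step that was added after the deposited tables had been seen. Each food was compared with OP50 by edgeR's quasi-likelihood test, two-sided, after TMM normalization and edgeR's filter on low counts. That left 12892 genes on HT115, 13493 on HB101, 12687 on Red, 13218 on Orange and 13690 on Yellow over 3 libraries, and 13096, 13732, 13115, 13613 and 13950 over 4. A gene is called altered where its Benjamini-Hochberg adjusted p was under 0.01, the paper's threshold. Levels are in CPM after TMM normalization. Positions are those of the WBcel235 genome with its Ensembl annotation. The paper's text names neither the build used for counting nor whether reads were assigned by strand.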

Because diet can impact multiple cellular processes, we first assessed the steady-state transcriptional response to each bacterial diet by RNAseq (Fig. 2a and Supplementary Data 1). Each food source evoked a unique transcriptional signature (Fig. 2b–f and Supplementary Data 1) when fed to the animal over multiple generations, which revealed the impacts of food on multiple physiological responses. 

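Genes are given for HT115, Red and Orange, the foods on which any gene passed the threshold over all 4 libraries. acdh-2 (WBGene00015894), on chromosome II from 5544778 to 5547492 with exons that overlap ins-13, fell on HT115 by 4.25 on the log2 scale over 3 libraries (standard error 0.31, adjusted p = 0.000455, edgeR quasi-likelihood test, Benjamini-Hochberg). Its level was 1.08 ± 0.152 CPM (SD, n = 3) on HT115 and 21.9 ± 6.75 (SD, n = 3) on OP50. Over 4 libraries the fall was by 4.17 (standard error 0.33, adjusted p = 0.00622, edgeR quasi-likelihood test, Benjamini-Hochberg), with HT115 replicate 1 at 1.3 CPM and OP50 replicate 1 at 21.3. The fall was not confined to HT115. With each library's place on the main axis between replicates as a covariate, added after the data were seen, acdh-2 was lower on every food. It was then called on HT115 and Red (adjusted p = 0.00575 and 0.000111, edgeR quasi-likelihood test, Benjamini-Hochberg). F45D11.14 (WBGene00018459), on chromosome II from 1004616 to 1006475, rose on Red by a log2 fold change of 5.59 over 3 libraries (standard error 0.38, adjusted p = 0.00137, edgeR quasi-likelihood test, Benjamini-Hochberg), from 0.679 ± 0.186 to 31.3 ± 8.51 CPM (SD, n = 3 each). With Red replicate 1 (52.6 CPM) and OP50 replicate 1 (0.713 CPM) the log2 fold change was 5.76 (standard error 0.43, adjusted p = 0.00492, edgeR quasi-likelihood test, Benjamini-Hochberg). For each of these 2 genes, two-sided exact permutation tests on the levels gave p = 0.1 over 3 libraries and p = 0.029 over 4, the smallest values that these designs allow. Each direction held with any 1 library left out, but the calls did not. Over 4 libraries acdh-2 stayed called in 1 of the 8 fits, without OP50 replicate 1, and reached an adjusted p of 0.0877 without HT115 replicate 3 (edgeR quasi-likelihood test, Benjamini-Hochberg). F45D11.14 stayed called in 2 of its 8 fits, with a highest adjusted p of 0.0387 without OP50 replicate 4 (edgeR quasi-likelihood test, Benjamini-Hochberg). Over 3 libraries acdh-2 stayed called in 6 of 6 fits, and F45D11.14 in 4, up to 0.0131 without OP50 replicate 2 (edgeR quasi-likelihood test, Benjamini-Hochberg). With replicate number as a block over 4 libraries, the call of acdh-2 on HT115 was lost and that of F45D11.14 on Red was kept. No label gives a pairing, and the counts point to one by replicate number only between Red and OP50.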

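On Orange, acs-1 (WBGene00018488), on chromosome V from 6524989 to 6532089 with exons that overlap hpo-26 and 21ur-15248, fell by 2.99 on the log2 scale over 3 libraries (standard error 0.19, adjusted p = 0.00176, edgeR quasi-likelihood test, Benjamini-Hochberg). Its level was 28.1 ± 4.86 CPM (SD, n = 3) on Orange and 236 ± 22.4 (SD, n = 3) on OP50. Over 4 libraries it fell by 3.1 (standard error 0.2, adjusted p = 0.00167, edgeR quasi-likelihood test, Benjamini-Hochberg), with 27.5 CPM in Orange replicate 2 and 255 in OP50 replicate 1. W03F9.4 (WBGene00021002), on chromosome V from 147521 to 151388, rose by 9.35 over 3 libraries (standard error 0.41, adjusted p = 0.000352, edgeR quasi-likelihood test, Benjamini-Hochberg), from 0.372 ± 0.216 to 230 ± 31.1 CPM (SD, n = 3 each). With Orange replicate 2 (404 CPM) and OP50 replicate 1 (1.17 CPM) its log2 fold change was 8.87 (standard error 0.68, adjusted p = 0.00334, edgeR quasi-likelihood test, Benjamini-Hochberg). lys-10 (WBGene00003099), on chromosome IV from 8332826 to 8333518, rose by 6.77 over 3 libraries (standard error 0.38, adjusted p = 0.00105, edgeR quasi-likelihood test, Benjamini-Hochberg), from 0.756 ± 0.327 to 79.5 ± 13.1 CPM (SD, n = 3 each). It rose by 7.11 over 4 libraries (standard error 0.59, adjusted p = 0.00437, edgeR quasi-likelihood test, Benjamini-Hochberg), with Orange replicate 2 at 94.9 CPM and OP50 replicate 1 at 0.153. lys-10 belongs to a family of lysozyme genes, between which the authors' counting could have split reads. Two-sided exact permutation tests gave p = 0.1 and p = 0.029 for each of the 3 genes, again the smallest values possible. W03F9.4 and lys-10 were also high in Yellow replicates 1 and 4 (273 and 277 CPM for W03F9.4, 163 and 25.7 for lys-10), against 0.568 and 0.572, and 0.151 and 0.0408, in Yellow replicates 2 and 3. With the replicate block the calls were lost: the log2 fold change of acs-1 on Orange then had an adjusted p of 0.227, within a range over the alternatives from 8.19e-22 with DESeq2's Wald test to 0.227 (edgeR quasi-likelihood test, Benjamini-Hochberg). With 1 library left out over 4, the direction of each gene held, and acs-1 stayed called in 2 of the 8 fits and the others in 1, without OP50 replicate 1. The highest adjusted p was 0.022 for acs-1 without Orange replicate 3, and 0.0337 for W03F9.4 and 0.0363 for lys-10 without OP50 replicate 2 (edgeR quasi-likelihood test, Benjamini-Hochberg). Over 3 libraries acs-1 stayed called in 2 of 6 fits, W03F9.4 in 6 and lys-10 in 3, with 0.05 and 0.0219 for acs-1 and lys-10 without Orange replicate 3 (edgeR quasi-likelihood test, Benjamini-Hochberg).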

We compared the relative expression for each gene to age-matched animals fed OP50 and discovered that there were 743 genes altered in animals fed HT115, 3512 genes altered in animals fed HB101, 455 genes altered in animals fed Red, 1149 genes altered in animals fed Orange, and 6033 genes altered in animals fed Yellow. Of these, 102 genes were uniquely altered in animals fed HT115, 320 on HB101, 40 on Red, 24 on Orange, and strikingly 2667 on Yellow (Fig. 2g and Supplementary Data 1). In addition to finding genes that were shared on two, three, and four food types, we also identified 140 genes that were altered on all five bacterial foods, as compared to OP50-fed animals. 

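Over the 3 libraries per food that the authors used, 344 genes were called on HT115 (293 of them higher than on OP50), 0 on HB101, 49 on Red (30 higher), 3 on Orange (2 higher) and 2848 on Yellow (1574 higher) by the edgeR quasi-likelihood test, Benjamini-Hochberg adjusted. In the same order, 3388, 7772, 1429, 4289 and 8785 genes had an unadjusted p under 0.05. The smallest adjusted p on HB101 was 0.0107 (edgeR quasi-likelihood test, Benjamini-Hochberg), just above the threshold. Over all 4 libraries, 2 genes were called on HT115 (1 higher), 0 on HB101, 4 on Red (2 higher), 3 on Orange (2 higher) and 0 on Yellow, with 397, 2118, 402, 1083 and 2741 at an unadjusted p under 0.05. The smallest adjusted p was then 0.0939 on HB101 and 0.0609 on Yellow (edgeR quasi-likelihood test, Benjamini-Hochberg). Of the genes called over 3 libraries, 342 on HT115, 49 on Red, 3 on Orange and 2802 on Yellow were also under 0.01 in the authors' deposited table. The test moved the counts, and leaving out single libraries moved several of them further. DESeq2's Wald test over 3 libraries called 748, 3534, 456, 1152 and 6067 genes, and each of them was under 0.01 in the authors' deposited table. Over 4 libraries DESeq2 called 79, 243, 123, 148 and 276. With replicate number as a block, a pairing of Red with OP50 inferred from the counts, 140 genes were called on Red over 4 libraries, 106 of them higher. The filter, the scaling and the number of foods in the fit moved the edgeR counts over 3 libraries as well. Without a filter 600 genes were called on HB101 and 362 on Orange, and with median-ratio size factors 262 on HB101. In one fit of the 18 libraries 2873 were called on HB101 and 483 on Orange. Single libraries also moved the counts. With OP50 replicate 1 left out the counts over 4 libraries were 114, 1492, 18, 5 and 5285. Without any of the other libraries they stayed between 0 and 3: on HT115 at 0, or 1 without OP50 replicate 3; on HB101 at 0, or 2 without OP50 replicate 4; and on Yellow at 0, or 1 without Yellow replicate 4. On Red the count was 3 without Red replicate 1, 1 without Red replicate 2, Red replicate 3 or OP50 replicate 3, and 0 otherwise, and on Orange it was 1 without Orange replicate 1 and 0 otherwise. Over 3 libraries the count ran from 77 without HT115 replicate 2 to 7731 without OP50 replicate 4 on HT115, and from 0 to 1348 without OP50 replicate 4 on HB101, where it was 420 without HB101 replicate 4. It ran from 12 without Red replicate 2 to 96 without OP50 replicate 4 on Red, and from 1 without OP50 replicate 3 to 1070 without Orange replicate 1 on Orange. On Yellow it was 0 without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3, and 5864 without OP50 replicate 4.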

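On HT115, HB101 and Yellow, how many of the genes at an unadjusted p under 0.01 lay above OP50 moved with the scaling of the libraries. At an unadjusted p under 0.01 over 3 libraries, 75.3% of the genes were higher on HT115 with TMM, 60.9% with median-ratio size factors and 62.6% with library size alone. The shares on HB101 were 68.1%, 62.7% and 85.9%, and those on Yellow 53.2%, 49.7% and 66.7%, so on Yellow the majority direction flipped with median-ratio size factors. Those on Red (77.4%, 76.5% and 79.3%) and Orange (94.5%, 91.1% and 96.8%) moved less. Over 4 libraries the shares were 77.3%, 78.8% and 92.2% on HB101, and 62.7%, 83.8% and 96.2% on Yellow. Among the genes called over 3 libraries the share moved little on HT115 (85.2%, 84% and 83.8%) and Red (61.2%, 63.3% and 62.5%). On Yellow it was 55.3%, 49.2% and 73.9%. The median log2 fold change of all genes over 3 libraries was 0.223 on HB101, 0.103 on Orange and 0.323 on Yellow with TMM, against 0.336, 0.253 and 0.515 with library size alone and 0.088, -0.006 and 0.161 with median-ratio size factors. With all 4 libraries it was -0.08, -0.105 and -0.111 with TMM, and 0.088, 0.134 and 0.189 with library size alone.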

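Over the 3 libraries per food, 109 genes were called on HT115 alone, 0 on HB101, 5 on Red, 3 on Orange and 2624 on Yellow. On 1 food alone, 424, 573, 100, 106 and 1250 genes had an unadjusted p under 0.05. Over 4 libraries, 1 gene was called on HT115 alone, 0 on HB101, 3 on Red, 3 on Orange and 0 on Yellow, with 62, 406, 75, 100 and 1064 at an unadjusted p under 0.05. With DESeq2's Wald test over 3 libraries, 102 genes were called on HT115 alone, 341 on HB101, 39 on Red, 24 on Orange and 2682 on Yellow. A gene past the threshold on 1 food and not on another is not shown to differ between them, and that difference was not tested. Over 4 libraries without OP50 replicate 1 the counts were 14, 118, 8, 4 and 3901. Leaving out OP50 replicate 2, 3 or 4 gave 0 on HT115, Red and Orange, as did leaving out any HT115 library on HT115, Red replicate 2, 3 or 4 on Red, and Orange replicate 2, 3 or 4 on Orange. Over 3 libraries the count on HT115 ran from 12 without HT115 replicate 2 to 2803 without OP50 replicate 4, and that on HB101 rose to 14 without HB101 replicate 4 and 18 without OP50 replicate 4. On Red it was 0 without Red replicate 2 or 3 and 17 without HT115 replicate 2 or Yellow replicate 1, and on Orange 195 without Orange replicate 1. On Yellow it was 0 without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3 and 3327 without Yellow replicate 4. The paper states that each food source evoked its own transcriptional signature (Fig. 2b–f), and then gives the genes altered on each food and those altered on 1 food alone (Fig. 2g).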

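By edgeR's quasi-likelihood test 0 genes were called on all 5 foods over 3 libraries and 0 over 4, and 587 and 83 genes passed an unadjusted p of 0.05 on all 5. Leaving out OP50 replicate 4 over 3 libraries gave 1 such gene. DESeq2's Wald test over the 3 libraries gave 140, the same genes as in the authors' deposited tables, and these are followed here. They were picked on these libraries, so their values are not independent evidence. Over 3 libraries 140 of them could be tested on HT115, 140 on HB101, 134 on Red, 137 on Orange and 139 on Yellow. Of these, 88, 0, 11, 0 and 134 were called by the edgeR quasi-likelihood test, Benjamini-Hochberg adjusted, and all that could be tested on each food had an unadjusted p under 0.05. Their log2 fold change was above 0 for 136 on HT115, 133 on HB101, 127 on Red, 130 on Orange and 132 on Yellow. Over 4 libraries 1, 0, 1, 0 and 0 were called, 22, 56, 31, 46 and 55 had an unadjusted p under 0.05, and 71, 83, 92, 83 and 87 lay above 0. The change came with OP50 replicate 1: the median level of the 140 genes was 6.21 (log2 CPM) in that library and -0.11, 0.09 and 0.49 in OP50 replicates 2, 3 and 4. In the other unused libraries it was 4.23 on HT115 (replicate 1), 4.19 on HB101 (replicate 3), 6.53 on Red (replicate 1), 5.81 on Orange (replicate 2) and 4.35 on Yellow (replicate 2). Leaving that library out, 39, 125, 3, 0 and 138 of the 140 were called. Over 3 libraries the number called fell to 31 on HT115 without HT115 replicate 2 or 4, to 2 on Red without Red replicate 2, and to 0 on Yellow without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3. It rose to 140 on HT115 and 25 on Red without OP50 replicate 4, to 96 on HB101 without HB101 replicate 4 and to 120 on Orange without Orange replicate 1. The 140 genes hold 16 cuticle collagens, where 1.3 would be drawn by chance, and 15 genes of the molting and hedgehog-related families, 31 in either group. In 10 simulations of unchanged groups that share the OP50 libraries, DESeq2's Wald test over 3 libraries called at most 1 gene on all 5 foods. They rested on the 3 libraries per food alone, so they do not test which OP50 libraries were chosen.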

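Across the 12346 genes tested on each of the 5 foods over 3 libraries, the Pearson correlation of the log2 fold changes against OP50 was 0.83 between HT115 and Red. It was 0.95 between HB101 and Orange, 0.96 between HB101 and Yellow, and 0.95 between Orange and Yellow. Across these groups it was 0.78, 0.72 and 0.74 for HT115 with HB101, Orange and Yellow, and 0.74, 0.71 and 0.69 for Red. Over 4 libraries and 12714 genes it was 0.69 between HT115 and Red, 0.91, 0.93 and 0.93 among HB101, Orange and Yellow, and from 0.54 to 0.73 across the groups. The highest of these, 0.73 between HB101 and Red, was above the value for HT115 and Red, so that pairing held by Pearson over 3 libraries and not over 4. The Spearman correlation over 3 libraries was 0.76 between HT115 and Red and 0.79 between HT115 and HB101, so by ranks it did not hold there either. Genes are not independent replicates, and each comparison uses the same OP50 libraries: simulated unchanged groups gave a mean correlation of 0.5 over 3 libraries and 0.5 over 4. With the spread between replicates kept in the simulation, the mean of 10 draws was 0.46 (from 0.3 to 0.63) over 3 libraries and 0.62 (from 0.21 to 0.93) over 4, so the values over 4 libraries lay within that range. The simulations over 3 libraries used DESeq2's fold changes, unlike the edgeR values above. DESeq2 on the real 3 libraries gave 0.73 between HT115 and Red, under the highest simulated pair (0.8). Its mean among HB101, Orange and Yellow was above that pair. Without Red replicate 4 the correlation of HT115 with Red over 3 libraries was 0.59, and without HT115 replicate 1 that over 4 was 0.53. Without OP50 replicate 1 the mean over 4 libraries was 0.97 among HB101, Orange and Yellow and 0.89 across the groups, with 0.91 between HT115 and Red. Among the genes altered on all 5 foods in the authors' deposited tables, 132 could be tested on every food over 3 libraries. Across them HT115 and Red correlated at 0.84, HB101 and Red at 0.87, and HB101, Orange and Yellow at 0.94, 0.92 and 0.89. Over 4 libraries 140 could be tested, a larger set, and these gave 0.87 between HT115 and Red, 0.94 between HB101 and Red, and 0.96, 0.97 and 0.98 among HB101, Orange and Yellow. Closeness to OP50 was measured as the median absolute log2 fold change of those of the 140 genes tested on each food, which over 3 libraries was 3.08 on HT115, 5.29 on HB101, 3.53 on Red, 3.94 on Orange and 5.04 on Yellow. The SD between food libraries was 0.02, 1.22, 1.24, 0.81 and 0.77, so Red and Orange differed by less than their spread. With genes at the count floor on OP50 held at their lower bound (12, 12, 7, 10 and 11 genes) the medians were 3, 5.02, 3.53, 3.84 and 5. The unused libraries of the 5 foods lay at 2.54, 2.48, 5.16, 4.12 and 2.56 from the OP50 mean. Over 4 libraries the medians were 1.79, 1.92, 1.64, 1.68 and 1.56 (SD 0.59, 0.89, 2.04, 1.26 and 0.85), and the foods differed by less than the spread between libraries. They were 3.65, 5.12, 5.57, 4.65 and 5.01 without OP50 replicate 1, and over 3 libraries Red fell to 2.15 without Red replicate 4.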

With the analysis of these 140 genes, we were able to see that in terms of transcriptional response, Red and HT115 were more similar to each other and more closely related to OP50, while Orange, Yellow, and HB101 shared many similarities (Fig. 2h).

**Fig. 2:**
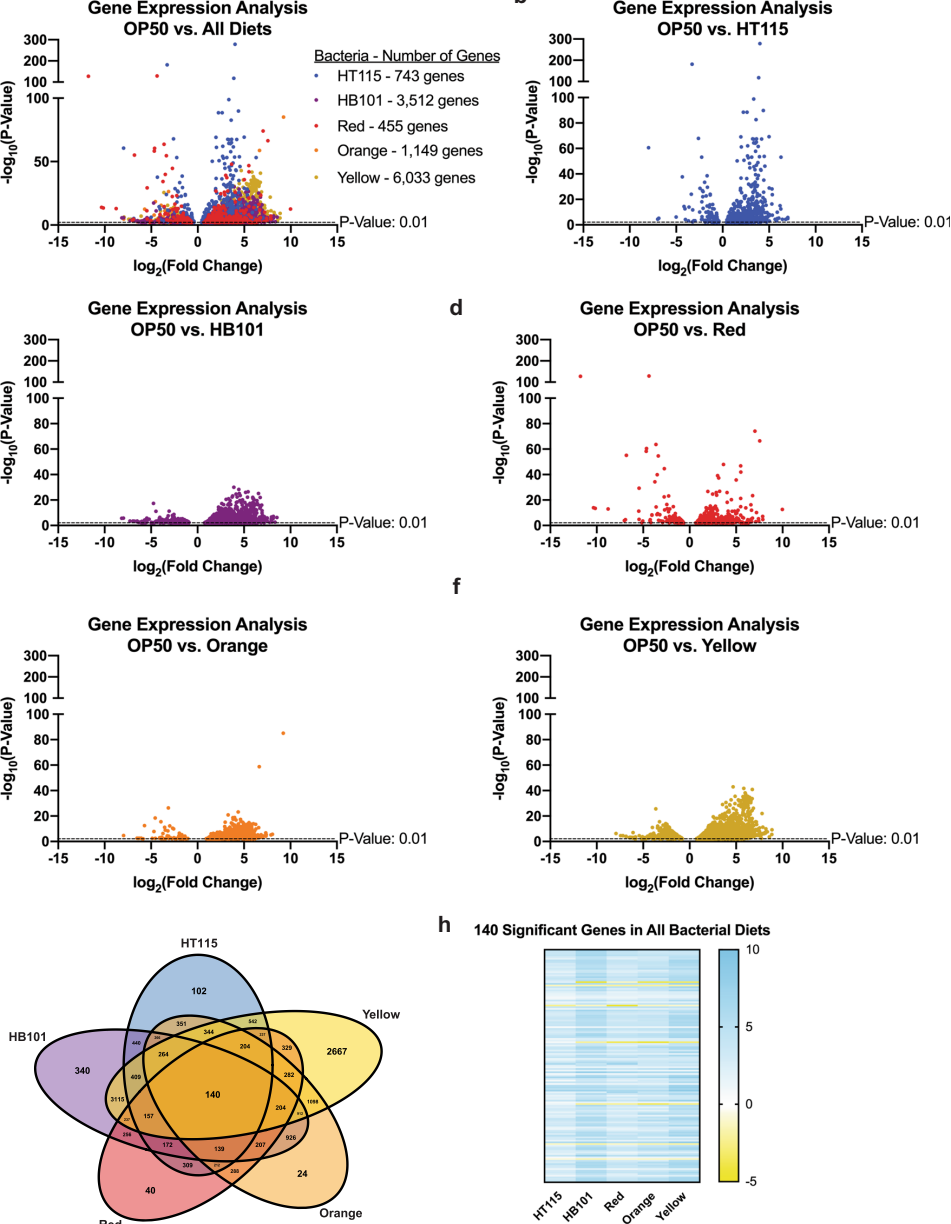
Gene expression analysis of L4 *C. elegans* on each bacterial food source after 30 generations. **a** Volcano plot of all differentially expressed genes in each food relative to OP50-reared worms. All genes considered to be significant have a *p* value < 0.01. **b**–**f** Volcano plots of each individual food with all significant genes that are differentially expressed. **g** Venn diagram of all significant genes. Shows the number of genes shared between two, three, four, and five of the bacterial diets, along with the number of genes unique to each bacterium. **h** Heat map contains genes that are shared between all five bacterial diets. Gene Ontology (GO) terms for uniquely expressed genes are noted below and split between genes that were upregulated and downregulated. More information for the GO term enrichment analysis of RNAseq data in larval stage 4 animals can be found in Supplementary Data 1 and 2.

An analysis of the Gene Ontology (GO)-terms of the unique genes that were differentially expressed in animals fed each bacteria type revealed specific molecular signatures for each diet (Supplementary Table 1). Notably, we observed expression changes for genes that could alter multiple physiological processes, including development, metabolism, reproduction, and aging. 

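The GO terms and gene lists behind Supplementary Table 1 were not analysed here; instead 15 gene classes were tested, 13 of them lists of gene families and functions and the others the dao and dod genes and the Lipl class. The tests were camera with a preset correlation of 0.01 and the rotation test fry, both two-sided, with Benjamini-Hochberg adjustment over 15 classes and 5 foods and a threshold of 0.05. Over 3 libraries camera passed 12 classes on HT115, 12 on HB101, 9 on Red, 12 on Orange and 11 on Yellow, and fry passed 6, 8, 3, 8 and 10. Both tests passed 5, 6, 3, 7 and 8. Over 4 libraries camera passed 11, 11, 10, 11 and 11 classes, but under fry only the Lipl class held, on HT115 and Red. With replicate number as a block, fry passed 2, 0, 3, 0 and 0, and in one fit of all 24 libraries it passed 1, 5, 2, 2 and 5. The counts point to a pairing by replicate number only between Red and OP50. The cuticle collagens had a median log2 fold change over 3 libraries of 1.84 on HT115, 3.73 on HB101, 2.13 on Red, 2.87 on Orange and 3.94 on Yellow. With all 4 libraries it was 0.41, 0.52, 0.69, 0.16 and 0.37, and without OP50 replicate 1 it was 2.56, 3.51, 3.72, 3.26 and 3.77. Collagens are a large family of similar genes between which reads could have been split. The neuropeptide genes had medians of 0.65, 1.34, 0.58, 1.27 and 1.71 over 3 libraries and 0.03, 0.35, 0.16, 0.54 and 0.65 over 4. Their median over 4 libraries turned negative on HT115 without OP50 replicate 3 (-0.24) and on Red without Red replicate 1 (-0.28). By the edgeR quasi-likelihood test the change was called in 20 of them over 3 libraries, each on Yellow, and in 0 without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3. Without OP50 replicate 4 it was called in 51 on HT115 and 39 on Yellow. DESeq2's Wald test over 3 libraries called 4, 27, 1, 16 and 42 neuropeptide genes. The abu and pqn genes had medians of 0.51, 0.91, 0.2, 1.01 and 1.35 over 3 libraries, with 7 called on HT115 and 21 on Yellow, and 0.3 on HB101, 0.18 on Red, 0.26 on Orange and 0.36 on Yellow over 4. Without any 1 HT115 library the count on HT115 was 1, and without OP50 replicate 4 it was 41. Without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3 none of the 21 were called. DESeq2's Wald test over 3 libraries called 16, 18, 16, 22 and 35 abu and pqn genes. The body muscle genes (0.49, 0.84, 0.15, 0.35 and 0.55 over 3 libraries) fell to -0.07 on Orange and -0.04 on Yellow over 4, values whose sign flipped between scalings. The ribosomal protein genes lay between 0 and 0.11 over 3 libraries, with a sign that flipped between scalings on each food but HT115, and between -0.2 and -0.04 over 4, where library size alone turned the median to 0.07 on Orange and 0.11 on Yellow.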

In consideration of this enrichment, we explored the impact of the different bacterial food sources on each of these critical physiological attributes.

### Food-induced acceleration of developmental timing

Our ability to culture animals on each bacterial food revealed that they were sufficient to support life, but as food can influence multiple life history traits, we further examined the physiological responses to the foods relative to the standard OP50 food. Bacterial diet can impact developmental timing^24^ and as such, we asked whether any bacterial food altered the time to reach each larval stage using the *mlt-10*::GFP-PEST reporter strain, which marks the transition of each animal, as it progresses through its four developmental molts^29^; noting that on OP50 larval development occurs with invariant timing (Fig. 3a). We determined that all bacterial foods facilitated successful development to reproductive adulthood but remarkably, each food source resulted in faster development relative to OP50-reared animals (Fig. 3b–f and Supplementary Fig. 3). We noted three important variables in this precocious development: first, bacteria could accelerate development of specific larval stages—HT115 (Fig. 3b) and Red (Fig. 3c) resulted in early transition from larval stage 2 (L2) to larval stage 3 (L3), Orange (Fig. 3d) resulted in early transition from L3 to larval stage 4 (L4), and HB101 (Fig. 3e) and Yellow (Fig. 3f) resulted in early transition from L4 to adulthood. Second, with the exception of the precocious transition between two larval stages listed above, the time spent in each larval stage (peak to peak time) was 1–3 h shorter compared to OP50-raised animals (Supplementary Fig. 3). Third, the time to molt (trough to trough time) was mostly unchanged (Fig. 3a). In addition, we measured animal size at each developmental stage, which showed some small but significant differences in body size on different bacterial foods, similar to observations from other studies^30–33^. Worms raised on HT115 contained a bigger area from L4-day 1 adult stage, Orange worms had a smaller area until day 2 of adulthood, and the other foods resulted in a fluctuation of larger and smaller areas throughout developmental stages, relative to OP50 (Supplementary Fig. 3). These data reveal that animals fed the new Red, Orange, and Yellow bacterial diets, or the commonly used *E. coli* foods HT115 or HB101, reach reproductive maturity faster, as compared to the standard OP50 food source, which could influence animal fitness.

**Fig. 3:**
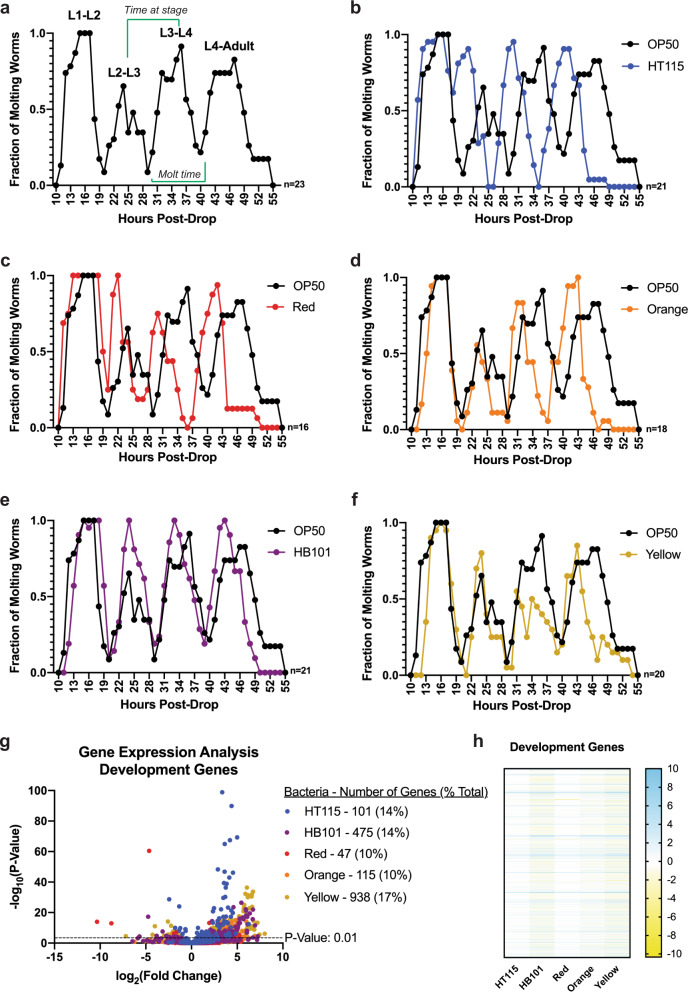
Developmental timing of *C. elegans* is dependent upon bacterial diet. **a** The molting reporter strain *mgls49*[*mlt-10p::gfp-pest ttx-3p::gfp*]IV allows for the visualization of molting between larval stages of development into adulthood. The time between peaks represents the period at each larval stage, while time between troughs represent time spent molting. Analysis was carried out after this strain was raised on each bacterial food for 20 generations. **b**–**f** Developmental timing of worms raised on each food relative to OP50. All diets showed accelerated development into adulthood when compared to worms raised on OP50. **g** Volcano plot showing how many of the differentially expressed genes are related to development. The number of genes on each bacterial food are labeled in the legend. All genes have a *p* value < 0.01. **h** Heat map of development genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets, relative to the OP50 bacterial diet.

Due to both the difference in total time to reproduction and time to progress through each developmental stage, we examined the expression of *C. elegans* genes important for development (Fig. 3g, h). Based on GO term classifications, worms fed the Yellow bacteria had the greatest number of differentially expressed developmental genes, while worms fed Red bacteria had the fewest. 

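The GO lists of developmental genes were not analysed here; 2 classes stand in for them, the cuticle collagens (174 genes) and the molting and hedgehog-related families (97 genes). Over 3 libraries, 76 collagens were called on Yellow (68 of them higher) and 44 on HT115 (44 higher), and 0 on HB101, Red and Orange, by the edgeR quasi-likelihood test, Benjamini-Hochberg adjusted. Collagens with an unadjusted p under 0.05 numbered 86 on HT115, 100 on HB101, 63 on Red, 97 on Orange and 106 on Yellow. In the molting and hedgehog-related families 37 genes were called on Yellow (36 higher) and 23 on HT115, and 0 on the other foods, with 43, 50, 30, 47 and 57 at an unadjusted p under 0.05. Yellow thus had the most and Red the fewest of these genes over 3 libraries at the unadjusted p. DESeq2's Wald test over 3 libraries called 64, 66, 38, 66 and 100 collagens and 28, 44, 16, 29 and 48 genes of the other families. Over 4 libraries 0 genes of either class were called, and 8, 30, 10, 29 and 32 collagens and 5, 11, 3, 11 and 15 molting and hedgehog-related genes had an unadjusted p under 0.05, the fewest collagens then being on HT115. Leaving out OP50 replicate 1 over 4 libraries, 21, 48, 0, 0 and 90 collagens and 12, 28, 0, 0 and 46 of the others were called. Over 3 libraries the collagens called on HT115 ran from 20 without HT115 replicate 2 to 123 without OP50 replicate 4, and on Yellow from 0 without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3 to 93. On HB101 and Orange, 48 and 66 were called without HB101 replicate 4 and Orange replicate 1, and on Red 3 without Red replicate 4. The molting and hedgehog-related genes called on HT115 ran from 7 without any 1 HT115 library to 54 without OP50 replicate 4, and 23 and 28 were called on HB101 and Orange without those libraries. On Yellow 0 of them were called without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3. The median log2 fold change of the latter families was 1.23, 2.77, 1.18, 1.82 and 2.89 over 3 libraries and -0.62, -0.24, -0.19, -0.24 and -0.12 over 4, the last values on Orange and Yellow turning positive (0.01 and 0.16) with library size alone. As differences of mean log2 CPM the medians over 4 libraries were 0.58, 1.28, 0.8, 0.97 and 1.45, so their sign depended on the averaging. Differences between foods in these counts were not tested. The counts on Red come from fits without replicate number as a block, although the reads point to a pairing of Red with OP50. Counts with the block were not made for these classes, so the 0 on Red does not show these genes to be unchanged there.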

Intriguingly, of the 140 genes with shared expression changes between the five diets, 12 of these genes are involved in the molting cycle (*sqt-2*, *sqt-3*, *ptr-4*, *ptr-18*, *mlt-7*, *mlt-10*, *qua-1, bli-1, dpy-3*, *rol-6, acn-1*, and *noah-1*)^29,34^.

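Of these genes sqt-3 (WBGene00005018), a cuticle collagen on chromosome V from 12352745 to 12354320 that overlaps F23H12.13, is typical. Its level was 7.67 ± 0.344 CPM on OP50 (SD, n = 3), 77.9 ± 6.42 on HT115, 329 ± 335 on HB101, 77.9 ± 82.7 on Red, 110 ± 70.6 on Orange and 429 ± 384 on Yellow over the authors' libraries (SD, n = 3 each). In the unused libraries it was 2800 CPM in OP50 replicate 1, 144 in HT115 replicate 1, 127 in HB101 replicate 3, 1570 in Red replicate 1, 714 in Orange replicate 2 and 197 in Yellow replicate 2. Its log2 fold change was 3.43, 5.48, 3.46, 3.94 and 5.98 on HT115, HB101, Red, Orange and Yellow over 3 libraries, and -2.82, -1.34, -0.67, -1.44 and -0.94 over 4. bli-1 (WBGene00000251), on chromosome II from 10708960 to 10712156 and overlapping dph-2, stood at 1540 CPM in OP50 replicate 1 and at 0.711, 1.21 and 0.959 in the others. The median log2 fold change of the 12 genes over 3 libraries was 3.63, 5.57, 3.46, 3.86 and 6.08, and 3.63, 5.43, 3.46, 3.73 and 6.08 with dpy-3, at the count floor on OP50, held at its lower bound. The number called was 12 on HT115, 0 on HB101, 0 on Red, 0 on Orange and 12 on Yellow (edgeR quasi-likelihood test, Benjamini-Hochberg), and 12, 12, 11, 12 and 12 had an unadjusted p under 0.05; dpy-3 could not be tested on Red. Adjusted over the list alone, 12, 12, 8, 12 and 12 were under 0.01, but the study chose the list on these libraries, so this is not independent evidence. The 12 genes were called on each of the 5 foods by DESeq2's Wald test over 3 libraries. Over 4 libraries the medians were -2.88, -1.55, -0.79, -1.56 and -1.01, 0 genes were called on any food, also when adjusted over the list alone, and 0, 1, 0, 1 and 1 had an unadjusted p under 0.05. The sign of these medians depended on how libraries were averaged. As differences of mean log2 CPM over the same 4 libraries they were 1.54, 2.63, 1.88, 2.09 and 2.97. With replicate number as a block, the median log2 fold change of the 12 molting genes on Red turned to 1.71 over 4 libraries. In the fit with the main axis between replicates as a covariate, added after the data were seen, only mlt-7 was called, on HB101 and Orange. Its log2 fold changes there were 1.06 and 0.95 (adjusted p = 0.00645 and 0.00944, edgeR quasi-likelihood test, Benjamini-Hochberg). In that fit sqt-3 was at 0.79, -0.03, 0.72, 0.15 and 0.42. mlt-7 (WBGene00022743), on chromosome II from 4393007 to 4404850, was higher than on OP50 over both sets, by 1.22, 2.35, 1.14, 1.86 and 1.91 over 3 libraries and by 0.9, 1.7, 1.05, 1.48 and 1.33 over 4. Without OP50 replicate 1 the medians over 4 libraries were 3.9, 5.32, 5.93, 5.2 and 5.83, with 9, 11, 0, 0 and 12 genes called. Over 3 libraries 6 stayed called on HT115 without HT115 replicate 2 or 4, and 0 on Yellow without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3. Without HB101 replicate 4, Red replicate 4 and Orange replicate 1, 10, 1 and 11 were called on those foods, and the median on Red fell to 1.97. The plot of the median level per library shows the place of each replicate.

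**Figure D1:**
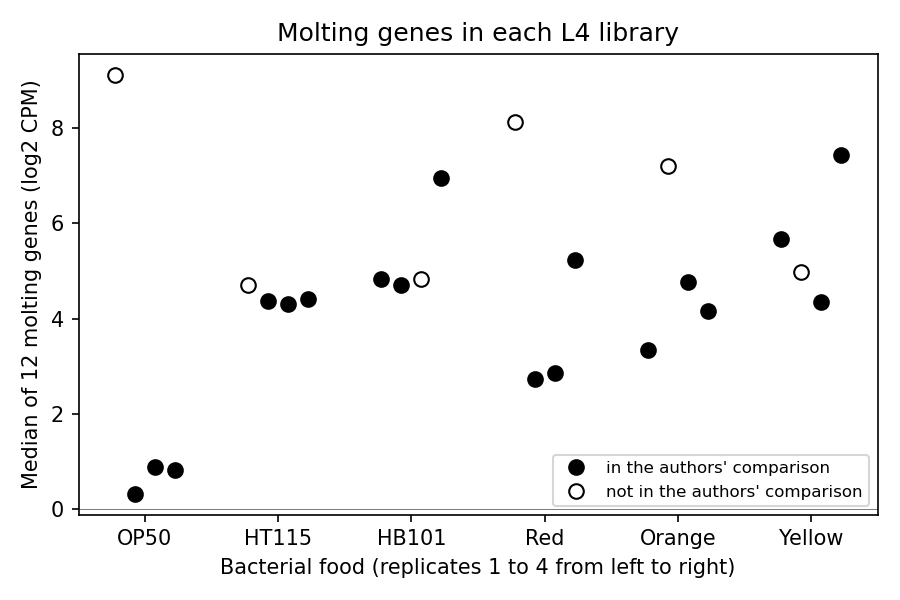
Median level (log2 CPM) of the 12 molting genes in each L4 library, by bacterial food, with 4 replicates per food; filled points are libraries in the authors' comparison and open points are libraries outside it. OP50 replicates 2, 3 and 4 lie between 0.32 and 0.88 and OP50 replicate 1 at 9.12.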

### Bacterial diets differentially affect lipid homeostasis

Diet directly impacts overall metabolism, which is under tight genetic control^23,35^. The unique metabolic profiles of each bacteria drove us to explore how these different microbial diets could affect organismal metabolism. As changes in intracellular lipid stores are easily measured by microscopy, we stained age-matched populations of fixed animals with two lipophilic dyes: Nile Red (NR) to measure total lipid content (Fig. 4a–g) and Oil Red O (ORO) to identify the lipid distribution (Fig. 4h–n and Supplementary Fig. 4). Relative to OP50-fed animals (Fig. 4a), overall lipid levels were increased in animals fed HT115 (Fig. 4b, g) and Orange (Fig. 4e, g), but were markedly decreased in HB101 (Fig. 4c, g), Red (Fig. 4d, g), and Yellow (Fig. 4f, g). Under most bacterial foods, lipid distribution across tissues were similar (Fig. 4h–l, n and Supplementary Fig. 4), except for animals fed the Yellow bacteria, which resulted in the depletion of intestinal lipids in late reproductive adults, a phenotype known as age-dependent somatic depletion of fat (Asdf) at day 3 of adulthood (Fig. 4m, n)^36,37^.

**Fig. 4:**
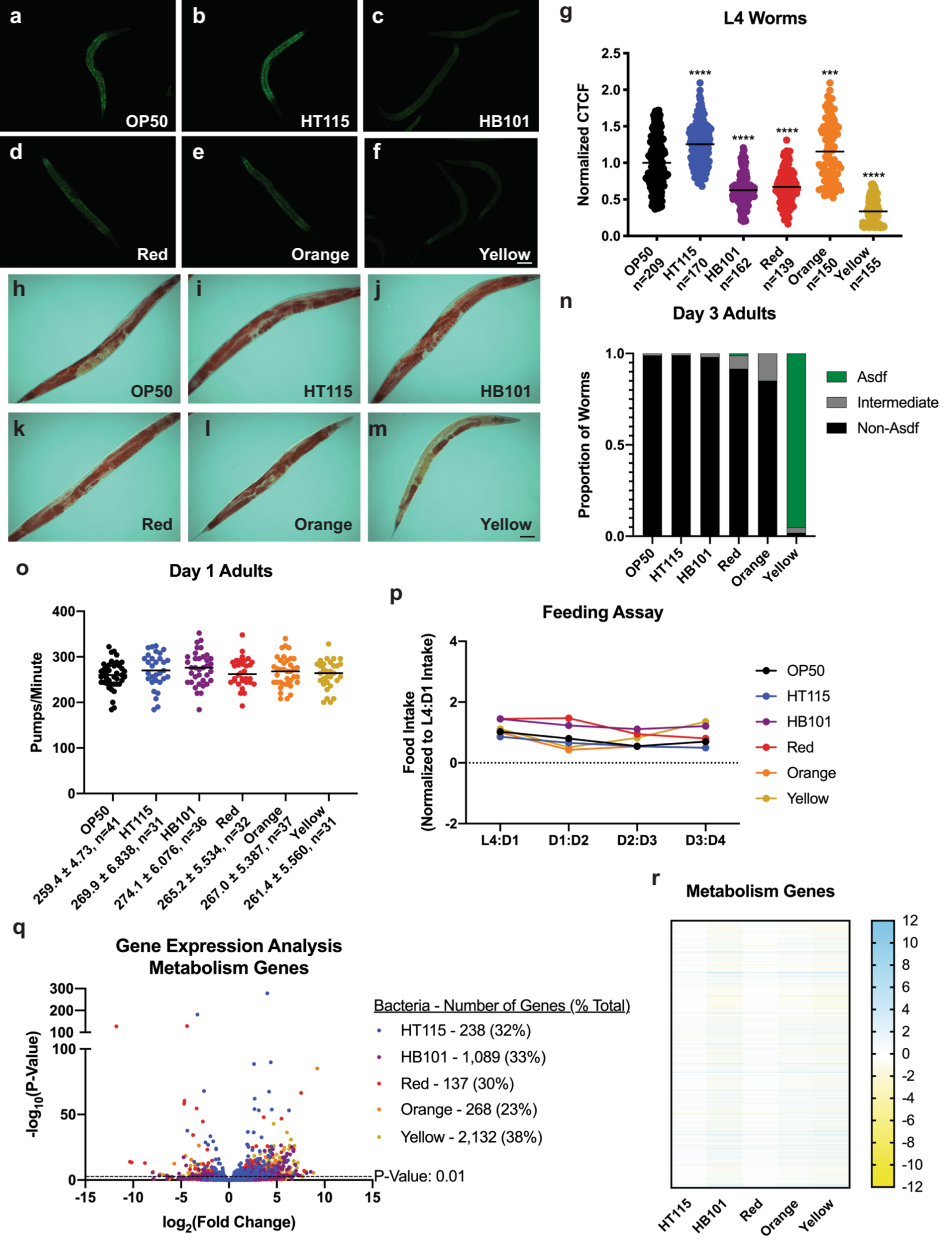
Fat content and distribution vary depending on the food *C. elegans* are exposed to. **a**–**f** Nile Red staining of L4 worms, scale bar 50 μm. HT115 (**b**) and Orange (**e**) have significantly higher fat content, while HB101 (**c**), Red (**d**), and Yellow (**f**) have lower fat contents. **g** Quantification of Nile Red staining with comparisons made to the OP50 control. GFP fluorescence is measured and then normalized to area before being normalized to OP50. Statistical comparisons by Tukey’s multiple comparison test. ***p < 0.001; ****p < 0.0001. **h**–**m** Oil Red O lipid staining in day 3 adult *C. elegans*. OP50, HT115, HB101, Red, and Orange show similar lipid distribution of fat throughout the animal (representative image, scale bar 50 μm). **m** Yellow-reared worms display age-dependent somatic depletion of fat (Asdf) with loss of fat in the intestine, while fat is retained in the germline (representative image). **n** Quantification of lipid distribution across tissues. **o** Pumping in day 1 adult worms is not significantly different between any of the bacterial foods and OP50. **p** Food intake of *C. elegans* raised on each bacterial food in liquid nematode growth media. **q** Volcano plot of differentially expressed metabolism genes in all bacterial diets compared to OP50. All genes have a *p* value < 0.01. **r** Heat map of metabolism genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets, relative to the OP50 bacterial diet. All studies were performed in biological triplicate.

The fact that animals fed each of the bacteria developed faster than OP50-reared animals indicates animals were not nutritionally deprived, which can result in developmental delay^19,38–42^. Nevertheless, different microbes have been shown to alter rates of pharyngeal pumping, which regulates ingestion of bacteria^43^. Pharyngeal pumping rates were examined in both the L4 stage and day 1 adult animals, but none of the bacterial diets significantly altered pharyngeal pumping (Fig. 4o and Supplementary Fig. 4). As a complement to the pharyngeal pumping analyses, we wanted to measure overall food intake from the L4 stage of development to day 4 of adulthood (Fig. 4p). Similar to the pharyngeal pumping data, the food intake assay also demonstrated that the amount of food being eaten by a single worm at a certain point in the development was not significantly different. This indicates that worms are eating similar amounts of food throughout their lives, which suggests that fat phenotypes observed above are not due to the amount of food ingested, but rather the composition and nutritional aspect of the bacteria.

Because each bacterial diet represented a specific metabolic profile and *C. elegans* reared on these bacteria differed in the amounts of stored intracellular lipids, we examined the expression of genes that regulate lipid metabolism and homeostasis (Fig. 4q, r). Of the total number of genes that were differentially expressed on each bacterial food source, ~1/3 of the genes in worms raised on each food were related to metabolism. Feeding animals the Yellow bacteria evoked the largest number of metabolism-related gene changes, which correlated with our phenotypic observation that animals fed this food store the lowest levels of fat at the L4 stage (Fig. 4g) and it was the only bacteria to drive the Asdf phenotype later in life (Fig. 4m). 

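fat-5 (WBGene00001397), on chromosome V from 17725004 to 17726818 with exons that overlap twk-42, and fat-7 (WBGene00001399), on chromosome V from 7151353 to 7153146, encode members of one family of fatty acid desaturases, between which the authors' counting could have split reads. On Red, fat-5 was at or under the floor of 3 counts in each library and at least 145-fold lower than on OP50 over 3 libraries (adjusted p = 0.00137, edgeR quasi-likelihood test, Benjamini-Hochberg) and at least 155-fold lower over 4 (adjusted p = 0.00699). fat-7 fell on Red by 8.66 on the log2 scale over 3 libraries (standard error 0.67, adjusted p = 0.00241, edgeR quasi-likelihood test, Benjamini-Hochberg), from 194 ± 18.4 to 0.45 ± 0.588 CPM (SD, n = 3 each). Over 4 libraries it fell by 8.23 (standard error 0.93, adjusted p = 0.0195, edgeR quasi-likelihood test, Benjamini-Hochberg), with 0.81 CPM in Red replicate 1 and 109 in OP50 replicate 1. On HT115 fat-5 fell by 1.71 and fat-7 by 1.26 over 3 libraries (adjusted p = 0.00929 and 0.000629, edgeR quasi-likelihood test, Benjamini-Hochberg), and by 1.95 and 1.36 over 4 (adjusted p = 0.172 and 0.675), with HT115 replicate 1 at 4.55 and 26.9 CPM. On HB101 they fell by 4.59 and 2.96 over 3 libraries (adjusted p = 0.0138 and 0.0204, edgeR quasi-likelihood test, Benjamini-Hochberg) and by 4.85 and 3.04 over 4 (adjusted p = 0.0939 and 0.153), with HB101 replicate 3 at 0.641 and 10.7 CPM. On these 3 foods each food library lay below each OP50 library for both genes (two-sided exact permutation test, p = 0.1 over 3 libraries and p = 0.029 over 4, the smallest possible). On Orange the log2 fold changes of fat-5 and fat-7 were -0.05 and 0.15 over 3 libraries and -0.01 and 0.32 over 4, with 36.4 and 246 CPM in Orange replicate 2, and that of fat-5 turned positive with library size alone (0.09 and 0.22). On Yellow they were 0.39 and -0.03 over 3 libraries and -0.27 and -0.38 over 4, and with library size alone fat-7 was at 0.15 over 3 libraries and fat-5 at 0.05 over 4. The Yellow libraries fell apart, with fat-5 at 37.3 and 49.5 CPM in replicates 1 and 4 and at 0.871 and 1.27 in replicates 2 (unused) and 3, and fat-7 at 216 and 278 against 23 and 19.4. On Yellow the sign of fat-5 over 3 libraries turned without Yellow replicate 4 (-0.32), and over 4 without Yellow replicate 2 (0.13), and fat-7 over 3 libraries rose to 0.49 without Yellow replicate 3. With replicate number as a block, which pairs Red with OP50, the log2 fold change of fat-7 on Red over 4 libraries was called, at -8.29 (adjusted p = 0.00279, edgeR quasi-likelihood test, Benjamini-Hochberg). The calls on Red over 3 libraries were lost for fat-5 in 2 of 6 fits with 1 library left out and for fat-7 in 4, up to adjusted p of 0.0166 and 0.0195 without Red replicate 3 (edgeR quasi-likelihood test, Benjamini-Hochberg). With 4 libraries fat-5 stayed called on Red only without OP50 replicate 1 (0.00665), a step that also gave calls of fat-5 and fat-7 on HB101 (0.00231 and 0.00665, edgeR quasi-likelihood test, Benjamini-Hochberg). On HT115 the call of fat-5 over 3 libraries was lost in 5 of 6 fits, up to 0.0681 without HT115 replicate 2, and that of fat-7 in none (edgeR quasi-likelihood test, Benjamini-Hochberg). On Orange fat-5 was at 0.21 over 3 libraries without OP50 replicate 4 and at 0.17 over 4 without Orange replicate 3, and fat-7 at -0.04 over 3 without Orange replicate 1. Over 3 libraries 2 of the 2 genes were called on HT115 and Red, and adjusted over the list alone 2 passed on HT115, HB101 and Red, and over 4 libraries again 2 on each. The study picked the genes on these libraries, so this is not independent evidence.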

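The Lipl class has 8 members in the files, of which 4 to 7 per food could be tested, and as paralogs they could share reads. lipl-1 (WBGene00010062), on chromosome V from 12919986 to 12921692, rose on HT115 by a log2 fold change of 6.33 over 3 libraries (standard error 0.28, adjusted p = 5.09e-05, edgeR quasi-likelihood test, Benjamini-Hochberg), from 0.341 ± 0.138 to 26.6 ± 2.86 CPM (SD, n = 3 each). Over 4 libraries it rose by 6.04 (standard error 0.42, adjusted p = 0.00378, edgeR quasi-likelihood test, Benjamini-Hochberg), with 18.3 CPM in HT115 replicate 1 and 0.509 in OP50 replicate 1. On Red it rose by 7.6 over 3 libraries (standard error 0.36, adjusted p = 0.000255, edgeR quasi-likelihood test, Benjamini-Hochberg), to 65.6 ± 11.2 CPM (SD, n = 3), and by 7.51 over 4 (standard error 0.44, adjusted p = 0.00142), with 84.6 CPM in Red replicate 1. On Yellow it rose by 3.47 over 3 libraries (standard error 0.55, adjusted p = 0.00533, edgeR quasi-likelihood test, Benjamini-Hochberg) and by 3.37 over 4 (adjusted p = 0.103), with 5.68 CPM in Yellow replicate 2. lipl-2 (WBGene00009773), on chromosome V from 9791567 to 9793241, rose over 3 libraries by 3.79 on HT115 and 4.87 on Yellow (adjusted p = 0.00458 and 0.0045, edgeR quasi-likelihood test, Benjamini-Hochberg), and over 4 by 4.88 and 4.44 (adjusted p = 0.316 and 0.103), with 46.5 CPM in HT115 replicate 1 and 15.9 in Yellow replicate 2. lipl-5 (WBGene00022642), on chromosome V from 385746 to 387740, rose on Yellow by 0.69 over 3 libraries (standard error 0.14, adjusted p = 0.00779, edgeR quasi-likelihood test, Benjamini-Hochberg) and by 0.49 over 4 (adjusted p = 0.237). On HB101 and Orange 0 members were called over either set, with 3 and 3 at an unadjusted p under 0.05. Over 3 libraries DESeq2's Wald test, added after the data were seen, called 3, 2, 2, 2 and 3 members on HT115, HB101, Red, Orange and Yellow, with lipl-1 and lipl-2 on HB101 and Orange. Of the 3 on HT115, lipl-5 was lower, at -0.41 (adjusted p = 0.00204, DESeq2's Wald test). On Yellow that test called lipl-6 beside lipl-1 and lipl-2, and not lipl-5. Over 3 libraries 2, 0, 1, 0 and 3 members were called on HT115, HB101, Red, Orange and Yellow, and 3, 3, 2, 3 and 3 when adjusted over the list alone. With 4 libraries these counts were 1, 0, 1, 0 and 0, and 2, 3, 2, 2 and 2. The median of the class was 2.1, 2.79, 2.89, 0.99 and 1.73 over 3 libraries and 0.39, 1.01, 2.85, 0.31 and -0.09 over 4, the last turning positive with another scaling. The call of lipl-1 on HT115 over 4 libraries was lost in 6 of the 8 fits with 1 library left out, up to an adjusted p of 0.0372 without HT115 replicate 2, and on Red in 3 of them, up to 0.0218 without OP50 replicate 4 (edgeR quasi-likelihood test, Benjamini-Hochberg). The number called on HT115 over 3 libraries was 1 without any library but OP50 replicate 4, without which it was 5, and on Yellow it was 0 without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3. Leaving out OP50 replicate 2 over 4 libraries turned the median negative on Red (-0.02) and Orange (-0.12). Without OP50 replicate 1, 3 members were called on Yellow and 2 on HB101 over 4 libraries.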

Among the genes, differentially expressed on these new food sources were *fat-5* and *fat-7*, which may suggest changes in lipid biosynthesis pathways, as well as multiple lipases (Lipl-class), suggesting changes in lipid utilization (Fig. 4g).

### Red and Yellow reduce reproductive output

We next investigated how each bacterial diet influenced fertility by measuring the total number of viable progeny laid by individual animals over a 10-day reproductive span. The total number of progeny was reduced by ~25% when animals were fed the Red bacteria, modestly reduced (~10%) in animals fed the Yellow bacteria, and unchanged on the other microbial foods (Fig. 5a). Although animals reached peak reproductive output at approximately the same time, animals fed Red and HB101 ceased reproduction sooner than all other groups (Fig. 5b and Supplementary Fig. 5). Reproductive output of *C. elegans* hermaphrodites is determined by the number of spermatids generated at the L4 larval stage^44,45^. To determine if the decreased progeny production and early loss of reproductive output were due to diminished sperm availability in Red-reared worms, we mated hermaphrodites with males, which increases the total reproductive output (Fig. 5c). Males raised on either OP50 or Red could increase total reproductive output similarly when mated to OP50-reared or Red-reared hermaphrodites, which indicated that sperm are functional when in excess. Surprisingly, when mated, hermaphrodites raised on Red have significantly more progeny, as compared to hermaphrodites raised on OP50. We also counted the number of unfertilized oocytes laid by unmated hermaphrodites, which revealed HT115, HB101, Red, and Orange bacteria resulted in markedly reduced expulsion of unfertilized gametes (Fig. 5d), while hermaphrodites on Yellow were similar to animals fed OP50. An analysis of the reproduction-related genes that were differentially changed in animals fed each of the bacterial foods revealed several bacteria-specific changes (Fig. 5e, f).

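The list of reproduction genes behind Fig. 5e, f was not analysed here; 5 classes fixed by name stand in for it, and the members of each are similar enough that reads could have been split. The major sperm proteins (31 genes) had median log2 fold changes of 0.48 on HT115, 1.19 on HB101, 0.26 on Red, 1.3 on Orange and 1.13 on Yellow over 3 libraries, and 0.79, 1.37, 0.57, 1.29 and 1.22 over 4. None was called on any food over either set, while 0, 15, 0, 19 and 9 had an unadjusted p under 0.05 over 3 libraries and 3, 26, 0, 26 and 25 over 4. Their level in OP50 replicate 4 was 6.91 (log2 CPM), against 5.4, 5.24 and 5.19 in OP50 replicates 1, 2 and 3, and without it 28, 26 and 28 of them were called over 3 libraries on HT115, HB101 and Yellow. The other sperm genes (43) had medians of 0.44, 1.5, 0.17, 1.48 and 1.41 over 3 libraries and 0.52, 1.17, 0.41, 1 and 1.07 over 4. On Yellow 3 were called over 3 libraries (2 higher), and 28 without OP50 replicate 4. Oocyte and eggshell genes (23) had medians of -0.19, -1.31, -0.13, -0.93 and -1.53 over 3 libraries, and 19 were called lower on Yellow. Their medians over 4 libraries were -0.01, -0.94, -0.1, -0.77 and -1.27, that on HT115 turning positive with library size alone, with 0 called on each food and 0 at an unadjusted p under 0.05. As differences of mean log2 CPM over 4 libraries these medians were 0.73, -0.22, 0.24, 0.08 and -0.35. Germline and meiosis genes (30) had medians of -0.21, -0.69, -0.18, -0.52 and -0.78 over 3 libraries, with 12 called lower on Yellow, and -0.05, -0.47, -0.12, -0.43 and -0.68 over 4, with 0 called and 0, 0, 0, 1 and 2 at an unadjusted p under 0.05. The 6 vitellogenins, which encode yolk proteins, had medians of 0.49, -1.26, 0.04, -1.5 and -1.62 over 3 libraries, with 1 called higher on HT115 and 1 lower on Yellow. Over 4 libraries their medians were 0.66, -0.87, 0.07, -1.41 and -1.18, that on Red turning negative with median-ratio size factors (-0.02), and 0 were called on each food, with 0 at an unadjusted p under 0.05. As differences of mean log2 CPM over 4 libraries the vitellogenin medians were 1.99, 0.82, 0.96, 0.08 and 0.34, so the sign depended on the averaging. By DESeq2's Wald test over 3 libraries, run after the data were seen, 2 vitellogenins were called higher on HT115 and 5, 3 and 6 lower on HB101, Orange and Yellow. That test also called 14 and 23 oocyte and eggshell genes and 4 and 23 germline genes lower on HB101 and Yellow, and 0 of either on the other foods. Of the other sperm genes it called 11, 1 and 20 on HB101, Orange and Yellow, and of the major sperm proteins 2 and 2 on HB101 and Yellow. Without OP50 replicate 1, 23 oocyte and eggshell genes, 23 germline genes and 3 vitellogenins were called on Yellow over 4 libraries. Over 3 libraries these classes held 0 called genes on Yellow without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3, and 23 oocyte and eggshell and 22 germline genes on HT115 without OP50 replicate 4. In OP50 replicate 1, outside the authors' comparison, the median level was 4.14 for oocyte and eggshell genes and 5.2 for vitellogenins (log2 CPM), against 8.91 to 9.53 and 12.94 to 13.38 in the other OP50 libraries. Red replicate 1, also outside it, had 5.61 and 8.57, against 8.72 to 9.37 and 12.82 to 13.49 in the other Red libraries. HT115 replicate 1, HB101 replicate 3, Orange replicate 2 and Yellow replicate 2 had 7.81, 8.1, 7.32 and 7.56 for oocyte and eggshell genes. On Red over 3 libraries, where 0 genes of these classes were called, the medians of both sperm classes turned negative (-0.44 and -0.4) and that of oocyte and eggshell genes positive (0.02) without Red replicate 4. The vitellogenin call on HT115 was lost without any 1 HT115 library or OP50 replicate 2, and 5 were called on Orange without Orange replicate 1. Whether foods differ from each other in these classes was not tested.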

**Fig. 5:**
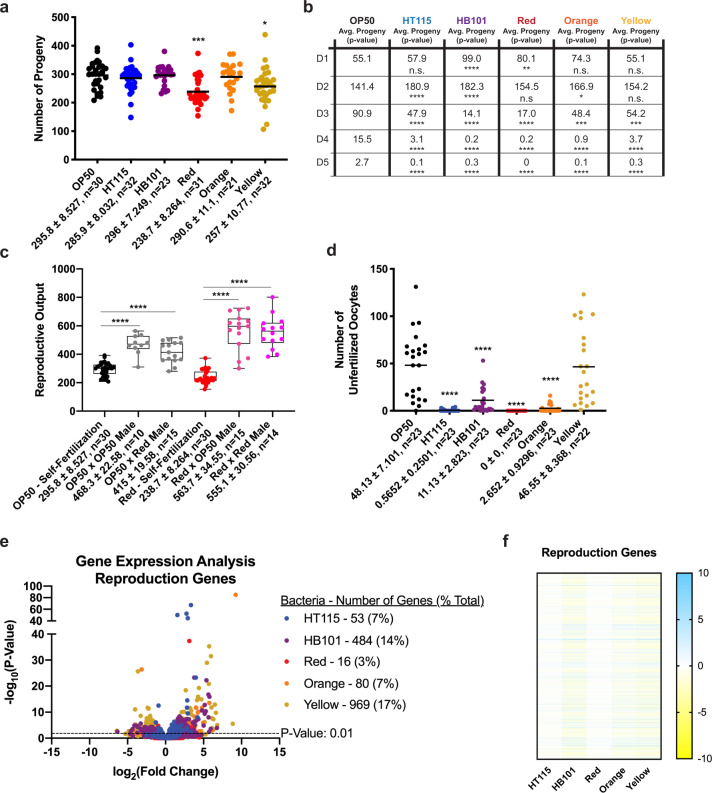
*C. elegans* raised on Red and Yellow have decreased reproductive output. **a** Hermaphrodites have reduced brood size when fed Red or Yellow bacteria. **b** Reproductive timing is also altered, revealing differences between all bacterial diets and OP50 in total output each day of their reproductive span. HB101 and Red halt output of viable progeny before OP50, HT115, Orange, and Yellow. **c** OP50 and Red hermaphrodites mated with OP50 or Red males yield similar number of progeny. **d** Yellow has similar number of unfertilized oocytes compared to OP50. HT115, HB101, Red, and Orange have significantly fewer unfertilized oocytes. Statistical comparisons by Tukey’s multiple comparison test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. **e** Volcano plot of differentially expressed reproduction genes on all bacterial foods compared to OP50. The number of significant genes have a *p* value of <0.01. **f** Heat map of reproduction genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets, relative to the OP50 bacterial diet.

### Bacterial foods differentially alter organismal life expectancy and health

The quantity of diet ingested has been shown to influence lifespan across organisms^46,47^. Similarly, diet quality and composition can also influence healthspan, but the underlying mechanisms of healthspan improvement, and its relationship to diet, remain underdeveloped. As such, additional models to explore how diet can impact life- and healthspan are of great interest. To this end, we examined impact of each new food on organismal lifespan. Similar to previous studies^13^, animals raised on HB101 had a modest increase in mean lifespan, with the most significant impact on the last quartile of life (Fig. 6a and Supplementary Data 2). In contrast, worms raised on HT115, Red, and Yellow displayed significantly increased lifespan (Fig. 6b–d and Supplementary Data 2), while animals raised on Orange were short-lived (Fig. 6e and Supplementary Data 2). Taken together, our results show that Red, Yellow, and Orange represent three bacterial foods of sufficient nutritional quality to accelerate the development, but differentially alter life expectancy in a food-dependent manner.

**Fig. 6:**
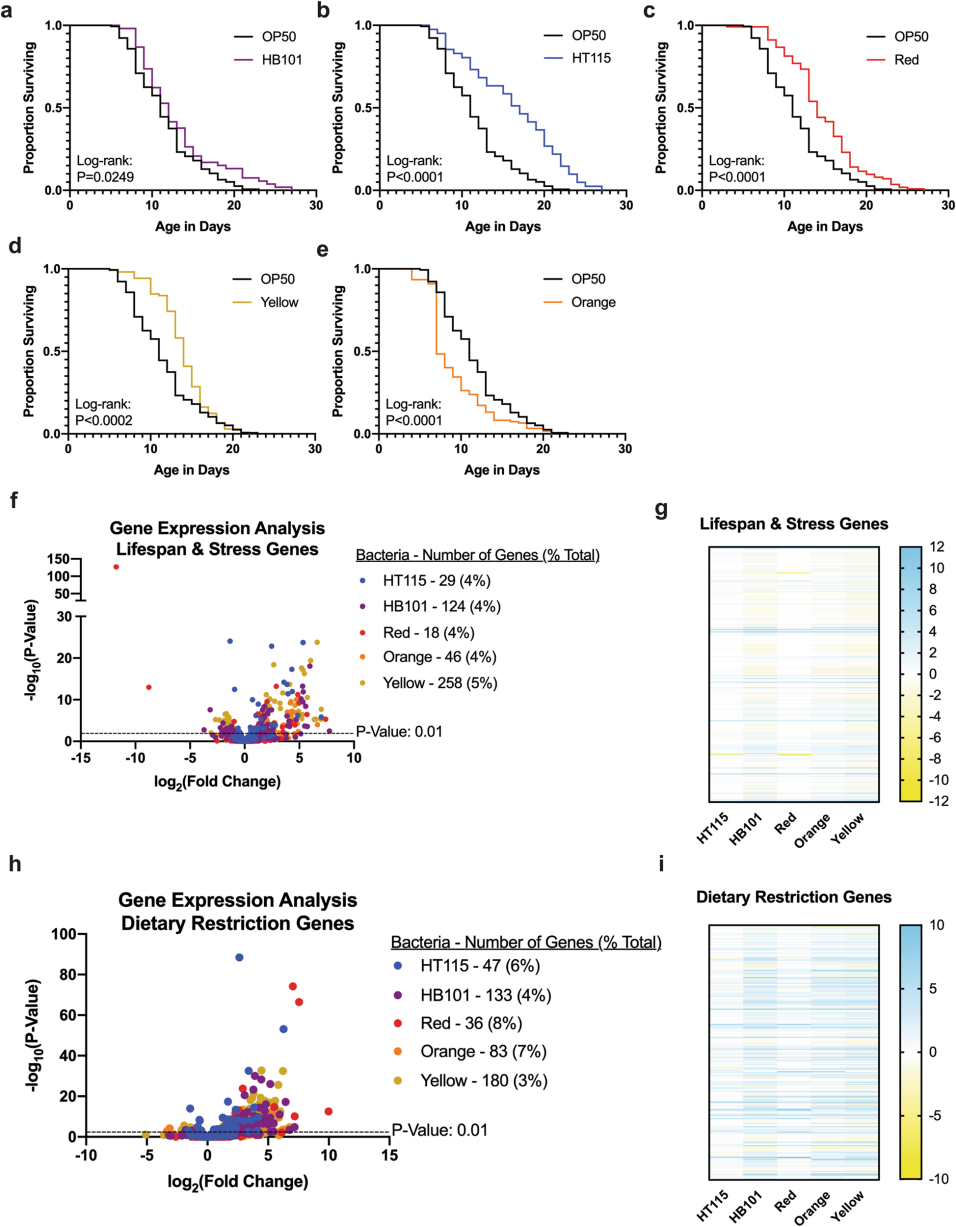
Lifespan of *C. elegans* on each bacterial diet. **a**–**e** Lifespan comparisons of OP50 versus each bacterial diet. HB101 (**a**) had a very small significant difference in lifespan compared to OP50. HT115 (**b**), Red (**c**), and Yellow (**d**) worms had increased lifespans, and Orange (**e**) worms had a shorter lifespan. Lifespan comparisons between OP50-reared worms and the other diets made with log-rank test. For lifespan quartile comparisons, refer to Supplementary Data 2. OP50 *n* = 155, HT115 *n* = 51, HB101 *n* = 53, Red *n* = 113, Orange *n* = 122, and Yellow *n* = 105. **f** Volcano plot of differentially expressed genes related to lifespan and stress on all bacterial foods compared to OP50. The number of significant genes have a *p* value of <0.01. **g** Heat map of lifespan and stress-related genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets. **h** Volcano plot of differentially expressed genes related to dietary restriction on all bacterial foods compared to OP50. The number of significant genes have a *p* value of <0.01. **i** Heat map of dietary restriction-related genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets, relative to the OP50 bacterial diet.

We examined the transcriptional profiles of genes previously annotated to be involved in lifespan and discovered several interesting trends that may explain the lifespan-altering effects of each bacterial diet (Fig. 6f, g). Feeding the Yellow bacteria results in an increase in lifespan and, correspondingly, genes in the insulin-like signaling pathway (*daf-2*/Insulin receptor and *age-1*/PI3K) were downregulated, while DAF-16/FoxO target genes (Dao and Dod) were upregulated. Similarly, although less significantly, animals fed Red bacteria have increased expression of several genes regulated by DAF-16. Moreover, HT115, Red, and Yellow all extend lifespan, and share 11 genes with altered expression, all of which are upregulated. 

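daf-2 (WBGene00000898), on chromosome III from 2994514 to 3040846, fell on Yellow by 0.81 on the log2 scale over 3 libraries (standard error 0.23, adjusted p = 0.0217, edgeR quasi-likelihood test, Benjamini-Hochberg), from 182 ± 22.3 to 93.8 ± 23.3 CPM (SD, n = 3 each). With all 4 libraries daf-2 fell by 0.87 (standard error 0.28, adjusted p = 0.237, edgeR quasi-likelihood test, Benjamini-Hochberg), with 75.3 CPM in Yellow replicate 2 and 98.4 in OP50 replicate 1. age-1 (WBGene00000090), on chromosome II from 11519328 to 11527054 with exons that overlap B0334.10, fell by 0.98 over 3 libraries (standard error 0.29, adjusted p = 0.0259, edgeR quasi-likelihood test, Benjamini-Hochberg), from 120 ± 18.9 to 54.9 ± 20.3 CPM (SD, n = 3 each). It fell by 0.88 over 4 libraries (standard error 0.43, adjusted p = 0.27, edgeR quasi-likelihood test, Benjamini-Hochberg), with 52.6 CPM in Yellow replicate 2 and 33.2 in OP50 replicate 1, the lowest of the OP50 libraries. Two-sided exact permutation tests gave p = 0.1 for both genes over 3 libraries, the smallest possible, and p = 0.057 for daf-2 and p = 0.2 for age-1 over 4. Neither gene was called over either set, and adjusted over the list alone 0 of the 2 were under 0.01; at an unadjusted p under 0.05 there were 2 over 3 libraries and 1 over 4. Both were called without Yellow replicate 4 over 3 libraries (adjusted p = 0.004 each) and without OP50 replicate 1 over 4 (adjusted p = 0.00704 and 0.00905, edgeR quasi-likelihood test, Benjamini-Hochberg). Both genes were called lower by DESeq2's Wald test over 3 libraries. With each library's place on the main axis of difference between replicates as a covariate, a step added after the data were seen, the log2 fold change of age-1 was 0.05, and that of daf-2 was -0.31 (adjusted p = 0.27, edgeR quasi-likelihood test, Benjamini-Hochberg). In that fit dod-23, dod-22 and dod-19 were called higher on Yellow, by 1.72, 2.77 and 1.99 (adjusted p = 0.00895, 0.000379 and 0.00581). Of the 15 dao and dod genes in the files, 12 could be tested on Yellow over 3 libraries and 13 over 4. Over 3 libraries 7 were called, and the 6 that rose were dao-2 (6.11, adjusted p = 0.00501), dao-4 (6.43, 0.0042), dod-22 (4.49, 0.00427), dod-19 (3.74, 0.00426), dao-3 (1.74, 0.00698) and dod-20, at least 8.58-fold higher (0.00643, edgeR quasi-likelihood test, Benjamini-Hochberg). dod-23 fell by 1.78 (standard error 0.35, adjusted p = 0.00753, edgeR quasi-likelihood test, Benjamini-Hochberg). Adjusted over the list alone 8 passed, and 10 had an unadjusted p under 0.05. Over 4 libraries 0 were called, also over the list alone, 3 had an unadjusted p under 0.05, and dao-2 was at -1.69, dao-4 at 0.24, dao-3 at 0.15, dod-22 at 2.99, dod-19 at 2.19 and dod-23 at -1.47 (lowest adjusted p of these 0.226, edgeR quasi-likelihood test, Benjamini-Hochberg). In Yellow replicate 2, dao-2 was at 20.5, dao-4 at 11.6, dod-22 at 14.5, dod-19 at 607 and dod-23 at 10.8 CPM, and in OP50 replicate 1 at 642, 77, 5.76, 429 and 0.153. The median of the family was 1.81 over 3 libraries and 0.24 over 4, and it was 2.1 without OP50 replicate 1 and -0.1 without OP50 replicate 4. The number called over 3 libraries was 0 without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3 and 9 without OP50 replicate 4, and over 4 it was 8 without OP50 replicate 1.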

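On Red 0 of the dao and dod genes were called over 3 libraries; 7 had an unadjusted p under 0.05, each of them higher than on OP50, and 2 passed when adjusted over the list alone. dod-24 (WBGene00007875), on chromosome IV from 12940106 to 12941354, rose by a log2 fold change of 2.66 over 3 libraries (standard error 0.34, adjusted p = 0.0183, edgeR quasi-likelihood test, Benjamini-Hochberg), from 15.6 ± 7.46 to 96.8 ± 12.2 CPM (SD, n = 3 each). Over 4 libraries it rose by 1.72 (standard error 0.7, adjusted p = 1, edgeR quasi-likelihood test, Benjamini-Hochberg), with 154 CPM in Red replicate 1 and 86.8 in OP50 replicate 1, and each Red library still lay above each OP50 library (two-sided exact permutation test, p = 0.029, the smallest possible). dod-21 (WBGene00007873), on chromosome IV from 12936738 to 12937988, was at or under the floor of 3 counts in the 3 OP50 libraries and at least 6.35-fold higher on Red, and over 4 libraries it rose by 1.45, with 0.572 CPM in Red replicate 1 and 1.17 in OP50 replicate 1. dao-2 and dao-4 rose by 3.78 and 4.11 over 3 libraries (adjusted p = 0.119 and 0.142, edgeR quasi-likelihood test, Benjamini-Hochberg), and were at -1.77 and 0.59 over 4, where Red replicate 1 had 154 and 102 CPM. DESeq2's Wald test over 3 libraries called dao-2, dao-4 and dod-24 on Red. The fit with the main axis as a covariate, added after the data were seen, called dod-24 and dod-23 higher on Red, by 2.01 and 1.87 (adjusted p = 0.000614 and 0.00148, edgeR quasi-likelihood test, Benjamini-Hochberg). The median of the 12 genes tested was 0.97 over 3 libraries, and without OP50 replicate 4 it was 1.88, with 1 gene called, dod-24. With all 4 libraries it was 0.53, with 0 called and 1 at an unadjusted p under 0.05, and it was -0.13 without Red replicate 1 and 1.75 without OP50 replicate 1. Whether the family differs between Red and Yellow was not tested.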

In previous studies, these 11 genes (*abu-1*, *abu-11*, *abu-14*, *gst-10*, *kat-1*, *lys-1*, *pqn-2*, *pqn-54*, *lpr-5*, *glf-1*, and *bus-8*) lead to a shortened lifespan phenotype when the expression is reduced by RNAi^34^. 

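Of the 11 genes, 10 were found in the count table by name; bus-8 is not listed under that name, and the gene listed as bus-8B (WBGene00044623, on chromosome X from 5493332 to 5496050, overlapping T23F2.2 and bus-8A) is given apart. The abu and pqn genes belong to families of similar repeats between which reads could have been split. Over 3 libraries 8 of the 10 were called on HT115 (7 higher and kat-1 lower), 0 on Red and 9 on Yellow, where each was higher (edgeR quasi-likelihood test, Benjamini-Hochberg). At an unadjusted p under 0.05 there were 10 on each of the 3 foods, and adjusted over the list alone also 10, 10 and 10, though the study chose the list on these libraries. The number higher and called on all 3 foods was 0, and 9 with DESeq2's Wald test over 3 libraries. Medians of the 10 genes were 4.19 on HT115, 4.55 on Red and 5.01 on Yellow, or 3.97, 4.36 and 4.55 with pqn-2, at the count floor on OP50, held at its lower bound; they were 6.42 on HB101 and 4.42 on Orange. Over 4 libraries the medians were 2.13, 3.67 and 2.02, 0 genes were called on each food, and 6, 7 and 7 had an unadjusted p under 0.05, with 6, 6 and 5 adjusted over the list alone. On Red, where a pairing with OP50 was inferred from the counts, replicate number as a block gave 6 of the genes higher and called over 4 libraries. kat-1 (WBGene00002183), on chromosome II from 7073814 to 7075511, was lower on each of these foods: it fell by 0.85 on HT115, 0.89 on Red and 0.54 on Yellow over 3 libraries (adjusted p = 0.00287, 0.0212 and 0.0176, edgeR quasi-likelihood test, Benjamini-Hochberg). Its level was 364 ± 33.5 CPM on OP50 and 190 ± 4.47, 191 ± 13.3 and 229 ± 17.4 on these foods (SD, n = 3 each). The falls over 4 libraries were 0.87, 0.94 and 0.69 (adjusted p = 0.194, 0.107 and 0.202, edgeR quasi-likelihood test, Benjamini-Hochberg). Each food library lay below each OP50 library (two-sided exact permutation test, p = 0.029 over 4 libraries, the smallest possible), and replicate 1 of HT115 and Red, Yellow replicate 2 and OP50 replicate 1 stood at 204, 196, 252 and 408 CPM. Its direction held with any 1 library left out, while its call on HT115 over 3 libraries was lost in 4 of 6 fits, up to 0.0274 without HT115 replicate 2 (edgeR quasi-likelihood test, Benjamini-Hochberg). In the authors' deposited tables the log2 fold change of kat-1 is -0.93, -0.96 and -0.74 on these foods. abu-11 (WBGene00000034), on chromosome II from 192509 to 194558, rose by 4.39, 5.03 and 4.72 over 3 libraries (adjusted p = 0.00327, 0.053 and 0.00559, edgeR quasi-likelihood test, Benjamini-Hochberg) and by 4.95, 7.31 and 4.72 over 4 (adjusted p = 0.172, 0.271 and 0.103), with 20.3, 165 and 13.9 CPM in the unused food libraries. lpr-5 and glf-1 rose over 3 libraries by 5.38, 4.4 and 7.19, and by 4.36, 4.31 and 6.82, and were lower over 4, by log2 fold changes of -3.25, -2.48 and -1.77, and of -3.02, -1.26 and -1.31. OP50 replicate 1 had 335 and 282 CPM of them and the other OP50 libraries at most 0.355 and 0.424. bus-8B rose by 3.65, 3.56 and 6.2 over 3 libraries (adjusted p = 0.00143, 0.18 and 0.00501, edgeR quasi-likelihood test, Benjamini-Hochberg) and was at -2.39, -0.26 and -0.49 over 4. Without OP50 replicate 1, 3 of the 10 genes were called on HT115 and 10 on Yellow over 4 libraries, and the medians were 4.77, 6.95 and 5.26. Over 3 libraries the number called ran from 2 without HT115 replicate 2 or 3 to 10 without OP50 replicate 4 on HT115, was 1 on Red without OP50 replicate 4, and was 0 on Yellow without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3.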

Finally, feeding worms the Orange bacteria significantly decreased lifespan and although we did not identify any known longevity genes to display transcriptional changes, we found that *kgb-1, pha-4*, and *vhp-1* were all upregulated on this diet, while previous studies have observed extended lifespan when these genes are targeted by RNAi^34^. 

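Over 3 libraries kgb-1 (WBGene00002187, chromosome IV from 405621 to 410035) rose on Orange by a log2 fold change of 1.55 (standard error 0.36, adjusted p = 0.054, edgeR quasi-likelihood test, Benjamini-Hochberg), from 18.3 ± 5.49 to 50.1 ± 18.3 CPM (SD, n = 3 each). pha-4 (WBGene00004013, chromosome V from 20753052 to 20760317) rose by 1.97 (standard error 0.49, adjusted p = 0.0647, edgeR quasi-likelihood test, Benjamini-Hochberg), from 1.69 ± 0.291 to 6.18 ± 2.95 CPM (SD, n = 3 each). vhp-1 (WBGene00006923, chromosome II from 5323276 to 5340829) rose by 1.62 (standard error 0.34, adjusted p = 0.0417, edgeR quasi-likelihood test, Benjamini-Hochberg), from 14.5 ± 1.35 to 41.7 ± 16.7 CPM (SD, n = 3 each). None passed 0.01 over all genes; each had an unadjusted p under 0.05, and adjusted over the list alone 3 of 3 passed, though the study chose the list on these libraries. Each Orange library lay above each OP50 library (two-sided exact permutation test, p = 0.1, the smallest possible for 3 against 3). Over 4 libraries the log2 fold changes were 0.84, 0.93 and 0.92 (standard errors 0.56, 0.79 and 0.56; adjusted p = 0.691, 0.699 and 0.688, edgeR quasi-likelihood test, Benjamini-Hochberg), with 0 under 0.01 over the list alone and 0 at an unadjusted p under 0.05. The two-sided exact permutation test over 4 libraries gave p = 0.14, 0.14 and 0.086. Orange replicate 2 had 77.5, 13.2 and 67.6 CPM of the 3 genes, and OP50 replicate 1 had 72.8, 11.5 and 57.9. Without Orange replicate 1 over 3 libraries the 3 genes were called (adjusted p = 0.009, 0.00774 and 0.00493, edgeR quasi-likelihood test, Benjamini-Hochberg), and without OP50 replicate 1 over 4 the log2 fold changes were 1.64, 2.24 and 1.74. DESeq2's Wald test over 3 libraries also called the 3 genes. With the main axis between replicates as a covariate, a step added after the data were seen, none of the 3 was called on Orange. Their log2 fold changes were then 0.52, 0.54 and 0.64 (adjusted p = 0.0478, 0.2 and 0.0243, edgeR quasi-likelihood test, Benjamini-Hochberg). On Yellow they rose by 1.92, 2.33 and 1.84 over 3 libraries (adjusted p = 0.00533, 0.00672 and 0.0057, edgeR quasi-likelihood test, Benjamini-Hochberg), and by 0.9, 0.76 and 0.78 over 4 (adjusted p = 0.316, 0.513 and 0.362), and the calls were lost without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3.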

Because studies done in the past have shown that dietary restriction can influence lifespan^1^, we decided to also look at a subset of genes shown to differ between ad libitum and dietary restricted (DR) conditions^48^. Interestingly, there was a similar proportion of genes in worms on each bacterial diet that were differentially expressed (Fig. 6h, i). Furthermore, Red and HT115 were more closely related to the OP50-raised worm genetic profile, while HB101, Orange, and Yellow contained a higher number of genes that were both up and downregulated. Collectively, while longevity is a complex phenotype, feeding any of these bacterial diets can evoke transcriptional changes in genes associated with life expectancy.

Since lifespan can be uncoupled from healthspan^10,49^, we examined the impact of each bacterial diet on animal muscle function via thrashing as a surrogate for health (Fig. 7a–e and Supplementary Fig. 6). We measured thrashing rate at five specific timepoints that were selected for their significance in relation to other phenotypes: L4 larval development stage, based on the RNAseq data and fat staining analysis; day 1 of adulthood, based on the pharyngeal pumping assay; day 3 of adulthood, based on the presentation of the Asdf phenotype; day 8 of adulthood, due to 50% of the Orange population being dead at this time point; and day 11 of adulthood, when 50% of the OP50 population had perished. Surprisingly, animals raised on HT115, HB101, Red, and Yellow had faster muscle movement, while Orange were indistinguishable from OP50-fed animals at L4 stage (Fig. 7a and Supplementary Data 3) and at day 1 of adulthood (Fig. 7b and Supplementary Data 3). Although most day 3 animals had similar muscle function, animals fed HT115 and Orange had modestly slower movements (Fig. 7c and Supplementary Data 3). By day 8 of adulthood, Red-fed animals displayed significantly slower movements (Fig. 7d and Supplementary Data 3). Day 11 adults raised on HT115, HB101, Yellow, and Orange moved half as fast as they did at the end of the development, similar to OP50-raised control animals, but Red-fed animals were significantly slower (~75% reduction; Fig. 7e and Supplementary Data 3). Taken together, despite some bacteria enhancing early-life muscle function, age-related decline remained similar, and was even enhanced in animals fed Red (Fig. 7f). It is notable that when examining the GO term analysis of the 30 shared genes that are deregulated on all five of the bacterial foods, as compared to OP50, all 30 genes have been annotated as causing movement defects in *C. elegans* when the expression of that gene is altered^50–52^.

**Fig. 7:**
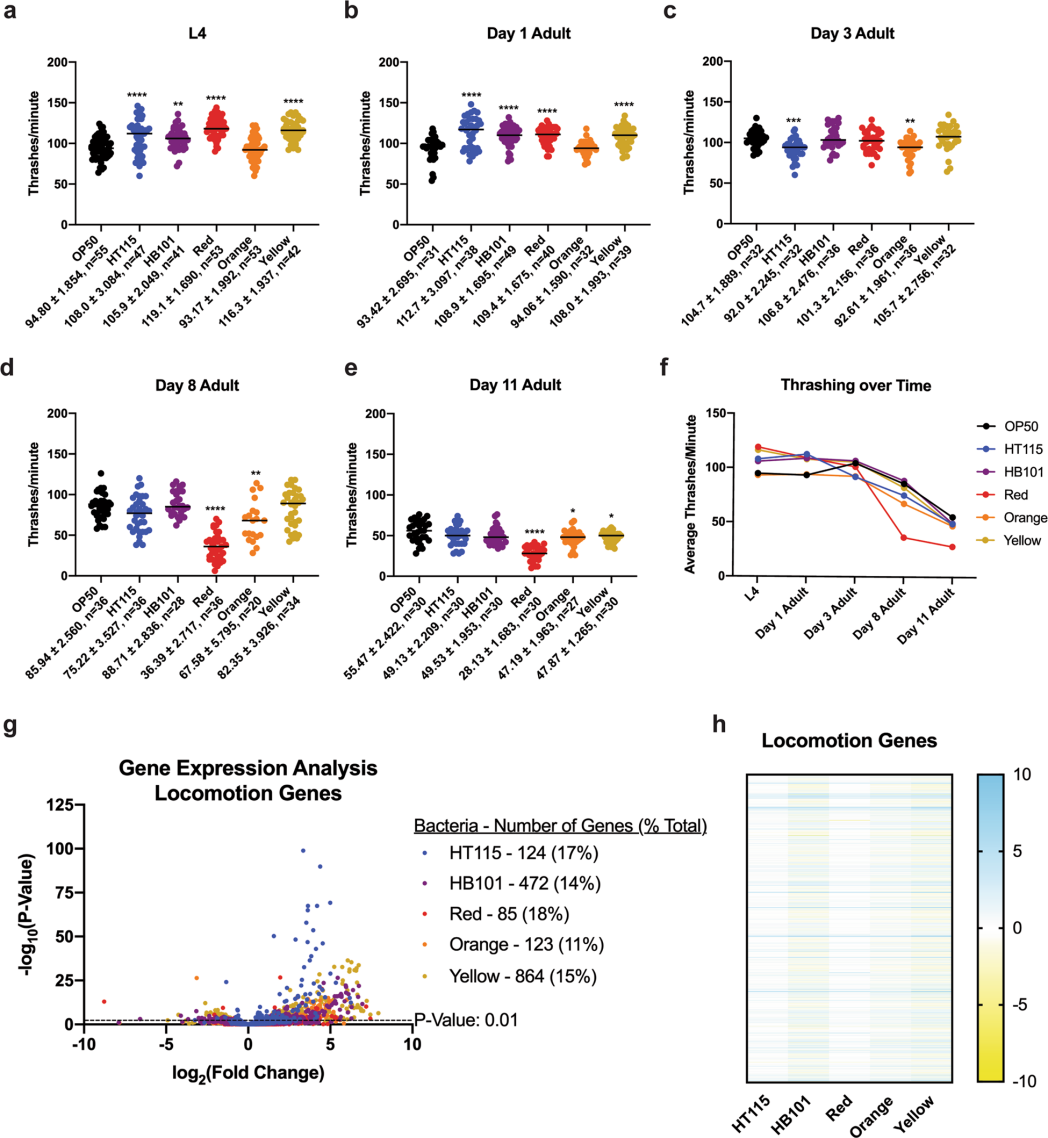
*C. elegans* have a food-dependent decline in thrashing with age. **a**–**e** The rate of thrashing in worms raised on each bacterial diet at different developmental stages. All comparisons were made to OP50-reared worms. **a** All foods except for Orange showed a significantly higher thrashing rate at the L4 stage. **b** All foods except for Orange showed a significantly higher thrashing rate at the day 1 adult stage. **c** HT115 and Orange thrashed significantly less than OP50, while the other bacterial diets were similar in thrashing rate at the day 3 adult stage. **d** Red and Orange had significantly lower thrashing rates compared to OP50, and all other bacterial foods at the day 8 adult stage. **e** Red, Orange, and Yellow had lower thrashing rates at day 11 adult when compared to OP50. Statistical comparisons by Tukey’s multiple comparison test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. **f** Average rate of thrashing over time on each bacterial diet. All studies performed in biological triplicate; refer to Supplementary Data 3 for *n* for each comparison. **g** Volcano plot of differentially expressed locomotion genes on all bacterial foods compared to OP50. The number of significant genes have a *p* value of <0.01. **h** Heat map of locomotion genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets, relative to the OP50 bacterial diet.

### *C. elegans* are least often found dwelling on the Red bacteria when given the choice of other bacteria

Previously, it has been shown that *C. elegans* display behaviors indicative of preference for bacterial diets that aid in the better development, reproduction, and lifespan. Previous studies have suggested that dietary choices are made based on both the quality of food and the impact on the survival of the bacterial-feeding nematodes. Importantly, many animals select their food according to their environmental and dietary requirements^53,54^. The overall trend of these past studies suggests *C. elegans* are choosing food sources aiding in higher fitness. Knowing that the six bacterial foods used in this study are capable of exerting diverse phenotypic changes (Table 1), we wanted to determine if foods we observed as more beneficial for longevity and healthspan would be what the worms were found feeding on when given multiple options. We set up a food choice assay to test this hypothesis with the use of OP50-reared worms (Fig. 8a). The food choice assay had the option of all six bacterial diets (Fig. 8b). When OP50-reared worms had the option to choose from any of the six bacteria, a trend was observed where the Red bacteria would be the only food source lacking dwelling worms. Taken together, these data suggest that *C. elegans* will choose any of the five bacterial foods over that of the Red bacteria, which is interesting since the Red bacteria promotes longevity.

**Table 1:** Bacterial diet exposure leads to changes in *C. elegans* physiology.

	OP50	HT115	HB101	Red	Orange	Yellow
Development						
Timing to adult^a^	55 h	↓	↓	↓	↓	↓
Lifespan (mean)^b,*^	23 days	↑↑↑	↑	↑↑↑	↓↓↓	↑↑↑
Fat						
Fat content (L4)^c,*^	Control	↑↑↑↑	↓↓↓↓	↓↓↓↓	↑↑	↓↓↓↓
Fat distribution (day 3 adult)^d^	Control	n.s.	n.s.	n.s.	n.s.	Asdf
Reproduction						
Output^e,*^	295 ± 8	n.s.	n.s.	↓↓↓	n.s.	↓
Period length^f^	5 days	n.s.	4 days	3 days	n.s.	n.s.
Unfertilized oocytes^g,*^	172 ± 18	↓↓↓↓	↓↓↓↓	↓↓↓↓	↓↓↓↓	n.s.
Pharyngeal pumping^h,*^						
L4 stage	228 p.p.m.	n.s.	n.s.	n.s.	n.s.	n.s.
Day 1 adult	271 p.p.m.	n.s.	n.s.	n.s.	n.s.	n.s.
Food intake^i,*^						
Development	Control	n.s.	n.s.	n.s.	n.s.	n.s.
Adulthood	Control	n.s.	n.s.	n.s.	n.s.	n.s.
Movement (Thrashing)^j,*^						
L4 stage	95	↑↑↑↑	↑↑	↑↑↑↑	n.s.	↑↑↑↑
Day 1 adult	94	↑↑↑↑	↑↑↑↑	↑↑↑↑	n.s.	↑↑↑↑
Day 3 adult	103	↓	n.s.	n.s.	↓	n.s.
Day 8 adult	78	n.s.	n.s.	↓↓↓↓	n.s.	n.s.
Day 11 adult	47	n.s.	n.s.	↓↓↓↓	↓	n.s.
Food preference						
Choice^k^	Control	n.s.	n.s.	↓	n.s.	n.s.
Avoidance L4 stage^l,*^	2%	n.s.	n.s.	n.s.	↑↑↑↑	n.s.
Avoidance day 1 adult^m,*^	14%	n.s.	n.s.	n.s.	n.s.	n.s.

*n.s.* not significant.

*Arrows represent significance. Up arrows are equivalent to increased/longer, while down arrows correspond to decreased/shorter. The number of arrows relates to the *p* value: one arrow, *p* < 0.05; two arrows, *p* < 0.01; three arrows, *p* < 0.001; four arrows, *p* < 0.0001.

^a^*C. elegans* developmental timing to adulthood as measured using the *mlt-10* reporter strain: *mgIs49*[*mlt-10p*::*gfp-pest*, *ttx-3*::*gfp*]IV].

^b^Wild-type *C. elegans* mean lifespan on each bacterial diet. HT115, Red, and Yellow extend lifespan, while Orange decreases lifespan.

^c^Fat content of wild-type *C. elegans* measured by Nile Red fluorescent stain at the L4 stage of development.

^d^Fat distribution of *C. elegans* raised on each bacterial food at day 3 of adulthood. The Yellow-reared worms exhibit an age-somatic depletion of fat (Asdf) phenotype.

^e^Wild-type *C. elegans* reproductive output of viable progeny on each bacterial diet. Output of progeny is decreased in worms on the Red and Yellow foods.

^f^Number of days wild-type *C. elegans* lay viable progeny.

^g^Number of unfertilized oocytes laid by worms on each bacterial diet. This number is significantly reduced in worms raised on all diets compared to OP50.

^h^Pumping rate of wild-type *C. elegans* on each bacterial food at the L4 and day 1 adult stage showed no significant difference from OP50-reared worms.

^i^Food intake of wild-type worms from L4 to day 4 of adulthood was not significantly different when raised on any of the bacterial diets.

jThrashing rate measurements at different stages of development in wild-type *C. elegans*. Each stage was chosen due to its relation to other phenotypes observed.

^k^When presented with all bacterial diets, wild-type worms are less often found dwelling on the Red bacteria from L1–L4.

^l^Wild-type worms at the L4 stage avoid the Orange bacterial lawn at a higher rate than worms on other bacterial diets.

^m^Wild-type *C. elegans* at day 1 of adulthood have similar avoidance of the bacterial lawn despite the bacterial diet that is present.

**Fig. 8:**
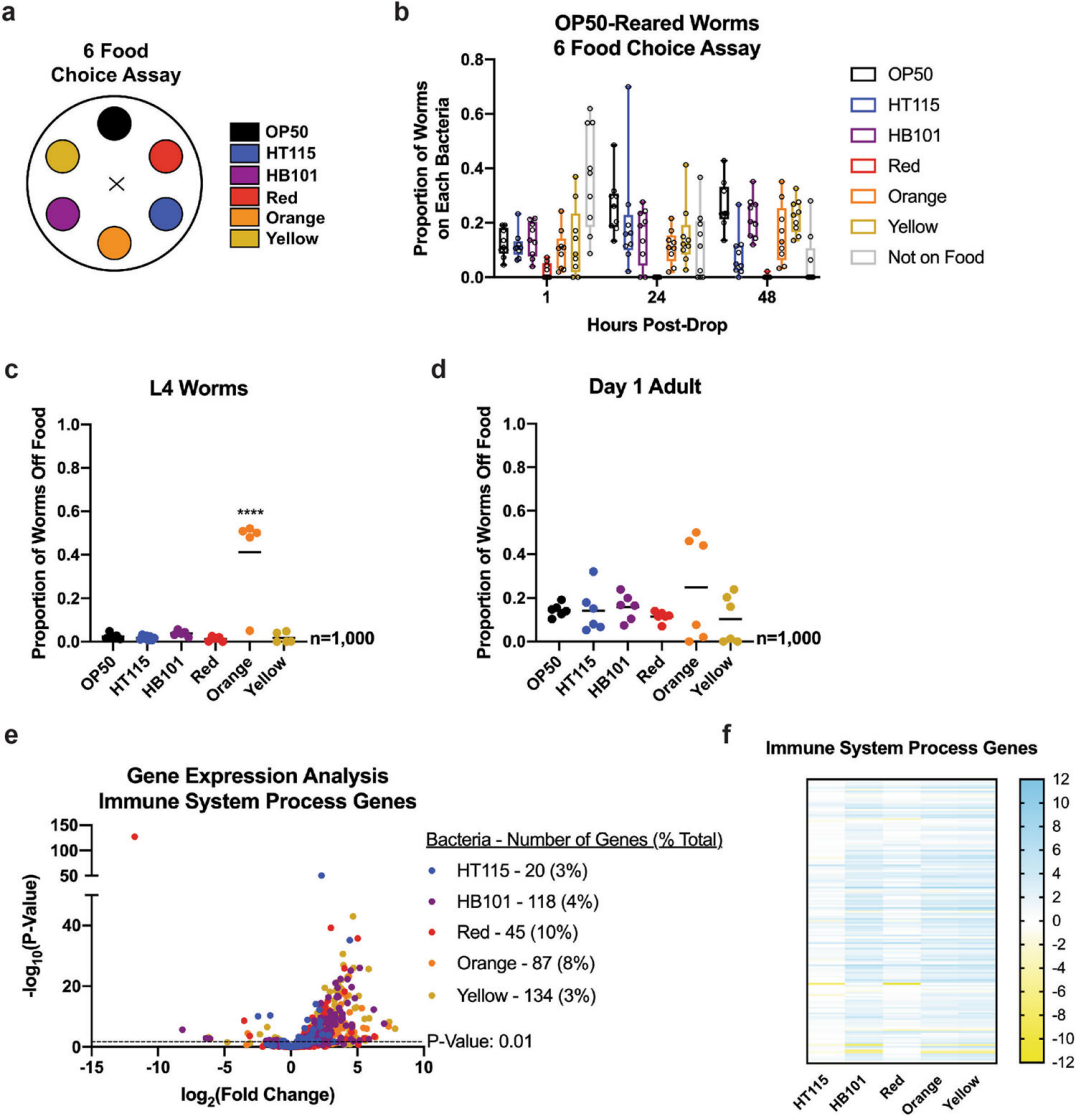
*C. elegans* food choice. **a** Schematic of the food choice assay. **b** Food choice of *C. elegans* raised on OP50 when presented with all six bacterial foods. Worms were found less often to be dwelling on the Red bacteria compared to the other bacterial diets. Each data point represents one plate of 50 worms (nine plates total; *n* = 450 worms assessed). Each box represents 95% confidence intervals with the median value defined. **c** Proportion of worms on and off of the bacterial lawn at the L4 stage of development. *n* = 200/replicate for a total of five replicates. **d** Proportion of worms on and off of the bacterial lawn at day 1 of adulthood. *n* = 200/replicate for a total of five replicates. **e** Volcano plot of differentially expressed immune-related genes on all bacterial foods compared to OP50. The number of significant genes have a *p* value of <0.01. **f** Heat map of immune-related genes that are significant with a *p* value < 0.01 in at least one of the five bacterial diets, relative to the OP50 bacterial diet.

The standard monoculture of OP50 in the laboratory environment is generally nonpathogenic and wild-type worms typically remain on the bacterial lawn until all bacteria is eaten. In the case of pathogenic bacteria, *C. elegans* tend to initially eat the bacteria when encountered and then move off of the lawn in a span of a couple hours, a term commonly called lawn avoidance^55,56^. In order to determine possible reasons for why *C. elegans* are less commonly found dwelling on the Red bacteria, we employed a lawn avoidance assay, which counts the number of worms residing on and off of a bacterial lawn at the L4 stage (Fig. 8c) and day 1 adult stage (Fig. 8d) of the development. These assays revealed that the Red bacteria does not induce an avoidance response at either L4 or the day 1 adult stage. In fact, the proportion of worms found on the Red bacterial lawn is equivalent to the proportion of worms found on most of the other bacterial lawns. The one outlier to this is the Orange bacteria during the L4 stage, which has ~40 percent of the animals residing off of the bacterial lawn. Knowing that pathogenic bacteria evoke an immune response, we asked if this was reflected in the RNA-sequencing data. We examined a list of genes that are commonly found to be altered in worms when in the presence of pathogenic bacteria, and found that the proportion of genes differentially expressed in worms on each bacterial diet ranged from 3 to 10% (Fig. 8e). When comparing the expression profiles of these immune response genes, we found that HT115 and Red bacteria resulted in similar gene expression responses, while Orange and Yellow were closer to HB101 (Fig. 8f).

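The list of pathogen-response genes was not analysed here; 2 classes fixed by name, the C-type lectins and lysozymes (256 genes) and other immune effectors (89 genes), stand in for it, 345 genes in all. Many are in families whose members could share reads. Across the 120 of them tested on each food over 3 libraries, the Pearson correlation of the log2 fold changes was 0.76 between HT115 and Red. It was 0.86 between HB101 and Orange, 0.9 between HB101 and Yellow, and 0.91 between Orange and Yellow. HT115 correlated with HB101, Orange and Yellow at 0.5, 0.39 and 0.35, and Red with them at 0.6, 0.5 and 0.47. Over 4 libraries and 127 genes the value was 0.78 for HT115 and Red and 0.76, 0.87 and 0.87 among HB101, Orange and Yellow, and those across the groups ran from 0.44 to 0.66, so the grouping held over both sets. By Pearson it did not hold with the main axis between replicates as a covariate in one fit of all 24 libraries (182 genes), a step added after the data were seen. HT115 then correlated with HB101 at 0.71 and with Red at 0.67, and HB101 with Orange, Yellow and Red at 0.38, 0.54 and 0.64. By Spearman, HB101, Orange and Yellow still grouped in that fit, at 0.67, 0.75 and 0.78 against at most 0.65 across the groups. HT115 and Red, at 0.59 against 0.65 for HT115 and HB101, did not. Unchanged groups that share the OP50 libraries would themselves correlate at about 0.5 across all genes, as many of the values across the groups did. With the spread between replicates kept in the simulation, the mean of a draw ran from 0.21 to 0.93 over 4 libraries. The immune values over 4 libraries lay within that range. Over 3 libraries the mean ran from 0.3 to 0.63, and the highest pair was at 0.8. Those simulations used DESeq2's fold changes across all genes, while the immune values are edgeR's. Over 3 libraries 10 lectins and lysozymes were called on HT115 (4 higher), 0 on HB101, 2 on Red (0 higher), 1 on Orange and 29 on Yellow (24 higher), and 2, 0, 3, 0 and 14 other effectors, each higher (edgeR quasi-likelihood test, Benjamini-Hochberg). An unadjusted p under 0.05 was reached by 28, 56, 41, 45 and 62 lectins and lysozymes and 11, 26, 13, 23 and 32 others. DESeq2's Wald test over 3 libraries called 11, 44, 20, 28 and 53 lectins and lysozymes, of which 5, 37, 14, 26 and 47 were higher. It called 6, 13, 8, 13 and 20 of the other effectors. Over 4 libraries the only call in these classes was lys-10 on Orange, and 12, 23, 14, 17 and 22 lectins and lysozymes and 3, 19, 8, 8 and 16 others had an unadjusted p under 0.05. Median log2 fold changes of the lectins and lysozymes were 0.29, 1.12, 0.33, 0.83 and 1.24 over 3 libraries and 0.08, 0.26, 0.26, 0.25 and 0.28 over 4, and those of the others 0.33, 1.07, 0.61, 0.91 and 1.62, and 0.21, 0.88, 0.39, 0.45 and 0.98. The median of the lectins and lysozymes over 4 libraries turned negative on HT115 without HT115 replicate 1 (-0.24) and on Red without Red replicate 1 (-0.06). On Yellow 0 of either class stayed called over 3 libraries without Yellow replicate 1, OP50 replicate 2 or OP50 replicate 3. Without OP50 replicate 4, 59, 28 and 11 lectins and lysozymes were called over 3 libraries on HT115, HB101 and Red, and 19 on Orange without Orange replicate 1. Without HT115 replicate 2 the count on HT115 fell to 1, and without OP50 replicate 1 over 4 libraries 20 were called on HB101 and 34 on Yellow.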

### Bacterial diet exposure at different timepoints in development alter lifespan trajectories

Previous studies have demonstrated that effects of CR can be realized even when initiated later in life^57,58^. Moreover, when fed ad libitum after a period of CR, mortality is shifted as if CR never occurred. With this model in mind, we asked if switching bacteria type, rather than abundance, could be wielded to alter lifespan outcomes. To address these questions, we switched growth conditions at major life stages (development, reproduction, and post-reproduction) and measured lifespan (Fig. 9a). We used both Orange bacteria, which decreases lifespan, and Red bacteria, which increases lifespan, as the basis of our model. Remarkably, after assessing eight combinations of bacterial diet switching, we discovered that the bacteria fed during development (food 1) and reproductive period (food 2) contributed little to overall lifespan, and the last bacteria exposed (food 3) exerted the most impact. In brief, when animals were exposed to the Red bacteria after experiencing the Orange bacteria, the normally shortened lifespan resulting from ingestion of Orange is suppressed (Fig. 9b–d and Supplementary Data 4). Conversely, exposure to Orange suppresses the normally extended lifespan linked to whole-life feeding of the Red bacteria (Fig. 9e–g and Supplementary Data 4). Intriguingly, when compared to animals raised on OP50, ingestion of Red bacteria post-reproductively, regardless of ingestion of Orange bacteria at any other life stage, results in a relatively normal lifespan, not shortened (Supplementary Fig. 7). Moreover, animals that eat the Red bacteria post-reproductively have an extended lifespan, which is further enhanced if the food is introduced after the development. Taken together, our studies reveal that expanding the available foods for *C. elegans* is a powerful tool to study the impact of food on lifespan and healthspan. Future studies to integrate genetic analyses to define new gene–diet pairs^6,59^ and gene–environment interactions in general, will be of significant interest.

**Fig. 9:**
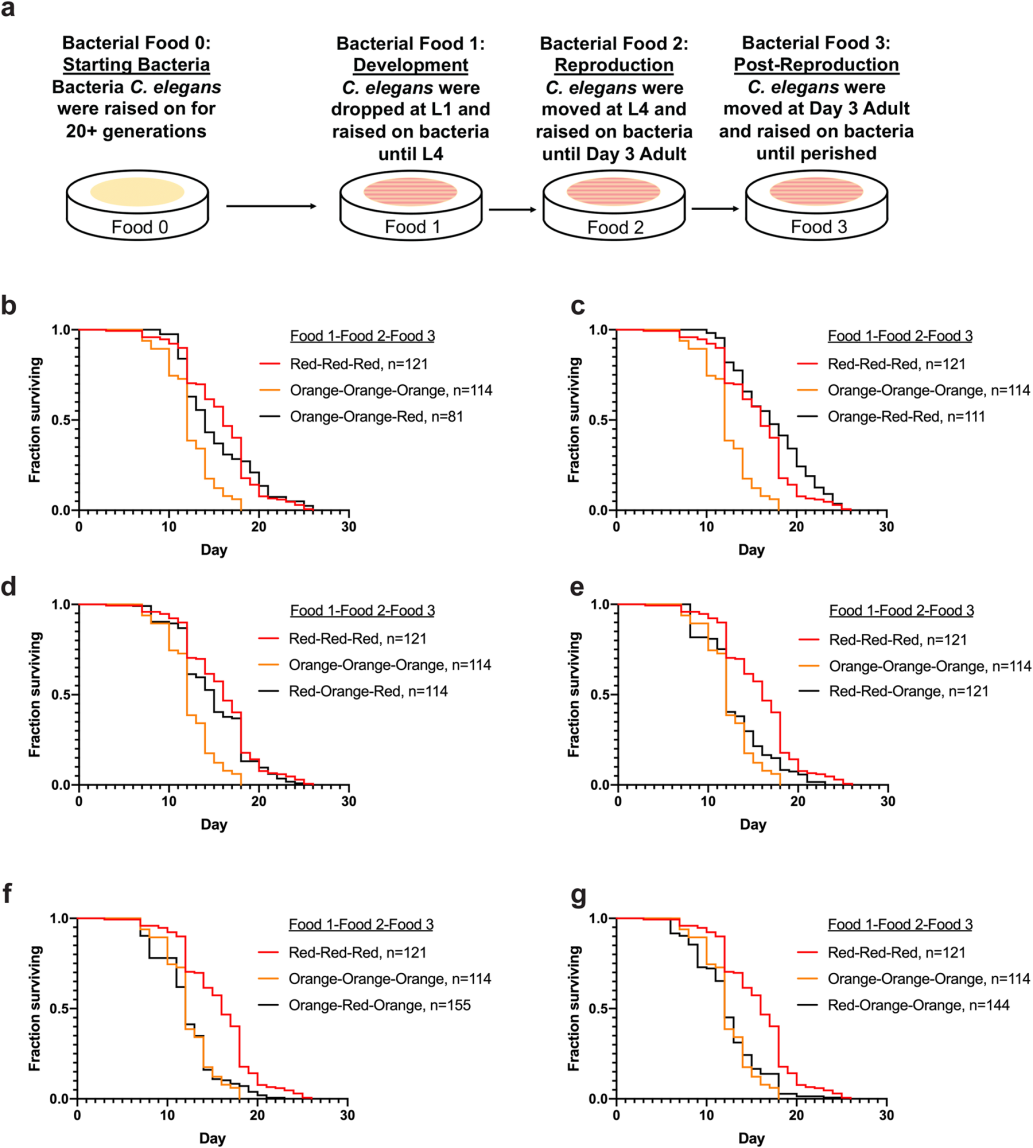
The introduction of the Red bacteria at the post-reproductive stage in *C. elegans* extends lifespan. **a** Schematic of the bacterial diet as a nutraceutical experiment. Food 0 was OP50 for all worms. After synchronization and allowing L1s to hatch overnight, L1s were dropped on bacterial food 1 and moved at L4 to bacterial food 2 before being moved to bacterial food 3 at day 3 of adulthood. Lifespans were then measured. **b**–**g** Lifespan curves of *C. elegans* on each of the different bacterial diet combinations. Lifespan comparisons between the bacterial diet combinations and Red-only, and Orange-only were made with log-rank test; refer to Supplementary Data 4. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Discussion

*C. elegans* is a well-established model to study diet and aging. Here, we augment that model by introducing a comprehensive phenotypic analysis of *C. elegans* fed *E. coli* and three laboratory bacteria originally isolated from contaminated plates: *Methylobacterium*, *Xanthomonas*, and *Sphingomonas*. Interestingly, these microbes have been found in the normal *C. elegans* environments^16^ and when compared to the three most common *E. coli* strains OP50, HT115, and HB101, our study is a critical tool to aid in our understanding of how these foods influence physiological and transcriptomic responses over the lifespan^11,16^. Previous works have identified how *C. elegans* react to the three standard *E. coli* foods provided in the lab^5,8,59–63^ and yet, to our knowledge, a “head-to-head” comparison of the age-related and healthspan-relevant outcomes that result from feeding these bacteria, is lacking. Because of this, we decided to investigate the effects of bacterial diet on both physiological attributes and transcriptional signatures of *C. elegans* raised on bacterial species for 30 generations, to avoid acute stress responses to the food.

Recent studies have shown that bacterial diet can alter transcriptional responses in *C. elegans*^64,65^. Our work supports this observation with three new menu options for *C. elegans* culture. Although each of these foods evokes a unique transcriptional signature (Fig. 2), several specific classes of genes are shared among multiple, or even all of the bacterial diets. Our RNAseq analysis was limited to gene expression changes observed as animals enter adulthood, prior to reproduction. Given the extent of changes in reproductive capacity, health (movement and fat), and aging, future work to examine how gene expression is altered on each food over the lifespan will be of great interest. Moreover, a fine-tuned analysis of transcription at each development stage will be informative based on our observation that different foods can accelerate the transition of animals across specific developmental stages. Nevertheless, it is clear that the standard laboratory *E. coli* strains and our three new bacterial foods induce a transcriptional response of phenotypically relevant genes. Knowing that even different strains of *E. coli* can differentially impact physiology and gene expression, we acknowledge that our findings may not be generalizable for all *Methylobacterium*, *Xanthomonas*, and *Sphingomonas* and are potentially strain dependent.

Bacteria serve as a live food source for *C. elegans* both in their natural environment and laboratory setting. Prior studies have shown animals pumping at similar rates in the presence of bacteria they can and cannot eat^12,66^. The rates of pharyngeal pumping were not significantly different on any of the bacteria in L4 stage and day 1 adult animals (Fig. 4o and Supplementary Fig. 4a). Because pharyngeal pumping may not be the best way to measure the overall consumption of food, we employed a food intake assay to measure the quantity of food ingested by worms fed each bacterial diet. These data demonstrated that worms were eating at similar rates on the bacterial diets between the L4 larva and day 4 adult stages (Fig. 4p). We also found that when examining the bacterial load in day 1 adults, it appears that all bacterial diets are able to be broken down and digested by the worms due to the lack of colony growth on LB plates after the lysis of individual worms (Supplementary Fig. 4h). In support of this data, we also observed faster developmental timing (Fig. 3) and large-sized broods (Fig. 5a), indicating that each bacterium is providing sufficient nutrition to the worms feeding on them. Nevertheless, based on the similarities of animals eating Red and animals undergoing dietary restriction, it remains possible that this bacterium allows ad libitum ingestion with the physiological benefits of reduced eating, which is further supported by the Red bacteria causing worms to have the highest proportion of dietary restriction-related genes deregulated in comparison to the other bacterial diets (Fig. 6h, i).

Clearly, changing food sources can potently impact multiple phenotypic attributes and several of these aging-relevant phenotypes are interrelated. For example, reproduction, fat, and stress resistance are intrinsically tied to overall life expectancy^9^. In support of this model, the Red and Yellow bacteria, which reduce the overall reproduction (Fig. 5a), indeed increase lifespan (Fig. 6). However, our study reveals that this relationship is more complex as these two foods have different effects on lipid storage and Yellow evokes an Asdf response (Fig. 4), which is a phenotype observed in animals exposed to pathogens^36,37^. It may be that *C. elegans* perceive the ingested Yellow bacteria as a pathogen; however, the increased lifespan that follows on this diet, suggests this food is health promoting. The Yellow bacteria also does not produce a lawn avoidance phenotype at L4 or day 1 of adulthood (Fig. 8c, d), which is a common phenotype that occurs within hours of introduction of worms to pathogenic bacteria. In addition, these data are supported by the RNAseq data analysis of immune system-related genes, which shows that the Yellow bacteria induces a proportionally smaller number of gene expression changes compared to the other bacterial diets used in this study (Fig. 8e, f). Lastly, genetic and environmental mechanisms that delay developmental timing have been tied to increased longevity in adulthood^40,67,68^. Each of the bacterial diets we tested results in the faster development into a reproductive adult (Fig. 3), but only HB101, HT115, Red, and Yellow increase lifespan, while Orange decreases lifespan. Taken together our study reveals that each bacterial food can exert a specific life history changing response, but also questions previously established models of aging.

Many aspects of the bacterial communities, besides that of their nutritional composition, have been shown to influence multiple attributes in *C. elegans*, including food preference, feeding rates, brood size, and lifespan^69,70^. We decided to explore the food preference aspect by carrying out a food choice assay that contained all six of our bacterial diets. We hypothesized that bacterial diets shown to extend lifespan, like Red and Yellow (Fig. 6c, d), would have higher levels of dwelling worms, while the Orange bacteria would have fewer dwelling worms due to the shortened lifespan (Fig. 6e). Interestingly, in the food choice assay, we saw that worms are less often found on the Red bacteria and more often found on the other bacteria. Finding worms more often on both Yellow and Orange was somewhat surprising due to the Asdf phenotype at day 3 of adulthood in Yellow-raised worms (Fig. 4m, n) and the shortened lifespan on Orange (Fig. 6e). Both of these phenotypes are consistent with phenotypes when worms are exposed to pathogens. However, the pathogenic effect of specific bacteria is often associated with intestinal colonization^71–73^, which we did not observe (Supplementary Fig. 4h). Moreover, the increased lifespan of animals fed the Yellow bacteria disagrees with the idea that the Yellow bacteria is pathogenic. Similarly, the lack of significant bacterial lawn avoidance at day 1 of adulthood when animals are reared on Orange bacteria suggests the Orange diet isn’t perceived as detrimental. Nevertheless, these results motivate future experimentation to understand why worms are found less frequently on a longevity-promoting bacterium and more frequently on a bacterium that decreases lifespan.

Inspired by previously described dietary interventions that are capable of extending lifespan in multiple species^47,74,75^, we wanted to investigate whether, instead of keeping animals on one bacterial diet their entire life, altering food exposure at critical life stages could affect the overall lifespan. We asked whether these foods could alter lifespan without any previous generational exposure. Strikingly, acute exposure to these bacterial foods was capable of altering lifespan (Fig. 9), but intriguingly the magnitude of the response differed from animals that have been on these foods for 30+ generations (Fig. 6). Furthermore, our study revealed that the bacteria fed during the post-reproductive period exerted the strongest influence over the lifespan of the cohort. This result, however, is potentially confounded by the amount of time (longitudinally) that is spent on each bacteria. Regardless, our study reveals that any potential early-life (development and reproductive span) exposure to foods that normally shorten lifespan can be mitigated by eating a lifespan-promoting food option. This result is reminiscent of previous studies showing the mortality rate of DR-treated animals is accelerated when switched to an ad libitum diet, while mortality rate is reduced when ad libitum-fed animals are switched to a DR diet^76^. In our case, calories are perhaps not different on Red or Orange, but rather the overall nutritional composition of the bacteria is different. Given that in our model animals are chronically exposed to as much food as they can eat throughout their life, we posit that if a similar human diet were discovered that this treatment protocol would be more accessible as food restriction is difficult, socially, and psychologically^77–79^.

Ultimately, this study reveals the impact that diet can have on both physiology and the transcriptomics of animals that thrive on them. These alterations caused by differential bacterial diet exposure can not only be seen at the surface level in the diverse phenotypes that present themselves, but also at the genetic level, causing fluctuations in gene expression important for multiple physiological processes, including development, fat content, reproduction, healthspan, and lifespan (Table 1). These discoveries in the worm can aid in understanding how dietary exposure influences different phenotypes, and continuing work in the effects of bacterial diet on overall health and aging will unequivocally contribute to more personalized diets to promote healthier and longer lives in individuals. Taken together, our study expands the menu of bacterial diets available to researchers in the laboratory, identifies bacteria with the ability to drive unique physiological outcomes, and provides a food quality approach to better understand the complexities of gene–diet interactions for health over the lifespan.

## Methods

### C. elegans strains and maintenance

*C. elegans* were raised on 6 cm nematode growth media (NGM) plates supplemented with streptomycin and seeded with each bacterial diet. For experiments, NGM plates without streptomycin were seeded with each bacterium at the optical density of 0.8 A_600_. All worm strains were grown at 20 °C and unstarved for at least three generations before being used. Strains used in this study were N2 Bristol (wild type) and GR1395 (*mgIs49*[*mlt-10p*::*gfp-pest*, *ttx-3*::*gfp*]IV]). Some strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440).

*E. coli* strains used: OP50, HT115(DE3), and HB101. Red, Yellow, and Orange bacteria were isolated from stock plates in the laboratory and selected for with antibiotics before inoculating. Red, Orange, and Yellow were sequenced using the 16 S primer pair 337 F (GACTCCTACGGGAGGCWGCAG) and 805 R (GACTACCAGGGTATCTAATC) and identified using the blastn suite on the NCBI website.

### Bacterial growth curves

Three test tubes with 5 mL of LB without antibiotics were inoculated with each bacterium before being place in 37 °C (except for Yellow, which was placed at 26 °C). Optical density measurements were taken in duplicate every hour for 12 h. The final measurement was taken 24 h later. Optical density curves were made by averaging the readings together after performing the experiment in biological triplicate.

The antibiotic versus no antibiotic growth curves were conducted in a similar manner. Three test tubes with 5 mL of LB with and without appropriate antibiotics (OP50/HB101 with streptomycin, and HT115/Red/Orange/Yellow with ampicillin) were inoculated with each bacterium before being place in 37 °C (except for Yellow, which was placed at 26 °C). Optical density measurements were taken in duplicate at 12 and 24 h after inoculation. Optical density curves were made by averaging the readings together after performing the experiment in biological triplicate.

### Metabolite kits

Bacteria was grown overnight in LB liquid culture with corresponding antibiotics. The next day, cultures were collected at the log phase of growth, spun down, and bacteria was washed in water three times before being spun down and frozen at −80 °C until use. Red bacteria samples were seeded onto LB plates and then allowed to grow overnight before scraping off and collecting. Bacteria were homogenized based on metabolite kit instructions and corresponding metabolites were measured via Bio Vison kit instructions. Both glycogen and glucose measurements were obtained from the Glycogen Colorimetric/Fluorometric Assay Kit (K646), and the triglyceride and glycerol measurements were obtained from the Triglyceride Quantification Colorimetric/Fluorometric Kit (K622).

### Bomb calorimetry

Bacteria was grown overnight in liquid culture of LB with corresponding antibiotics. The next day, bacteria were collected at the log phase, seeded onto LB plates at 0.8 optical density, and allowed to grow overnight. Bacteria was then collected with autoclaved water from the seeded plates and spun down to remove excess water. Samples were frozen at −80 °C until being sent in triplicate to the Department of Nutrition Sciences at the University of Alabama at Birmingham for sample drying and bomb calorimetry. Water content measurements were also obtained after measuring wet weight and dry weight of the samples.

### RNA sequencing

Wild-type worms grown on each food for at least 30 generations were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped on NGM plates seeded with 0.8 OD of each bacterial diet. Forty-eight hours post drop, L4 animals were washed three times with M9 buffer and frozen in TRI reagent at −80 °C until use. Animals were homogenized and RNA extraction was performed via the Zymo Direct-zol RNA Miniprep kit (cat. #R2052). Qubit™ RNA BR Assay Kit was used to determine RNA concentration. The RNA samples were sequenced and read counts were reported by Novogene. Read counts were then used for differential expression (DE) analysis using the R package DESeq2 created using R version 3.5.2. Statistically significant genes were chosen based on the adjust *p* values that were calculated with the DESeq2 package. Genes were selected if their *p* value <0.01.

### Microscopy

All images in this study were acquired using ZEN software and Zeiss Axio Imager. Worm area comparisons were imaged at 10× magnification (L2, L3, and L4 stage worms) and 5× magnification (day 1 adult and day 2 adult) with the DIC filter. Worm areas were measured in ImageJ using the polygon tool. For GFP reporter strains, worms were mounted in M9 with 10 mM levamisole, and imaged with DIC and GFP filters. For staining of bacteria, Biotium BactoView^TM^ Live Fluorescent Stain was used to visualize the DNA inside the cells.

### Developmental timing by mlt-10::gfp

GR1395 worms grown on each bacterial food for at least 20 generations were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. One 24-well plate per food source, each containing a single L1 worm, were visualized by fluorescence microscopy every hour for 55 h. Each hour worms were scored as green (molting) or nongreen (not molting). Wells without worms, wells with two worms, and worms that crawled to the side of the plate were censored.

### Lifespan analysis

Worm strains on each bacterial diet were egg prepped to generate a synchronous L1 population and dropped on the corresponding food. Worms were kept at 20 °C and moved every other day during progeny output (days 2, 4, 6, and 8). Every diet was moved at the same time. Worms were scored daily for survival by gentle prodding with a platinum wire. Animals that burst or crawled to the side of the plate were censored and discarded from this assay.

### Reproduction assay

Wild-type worms grown on each bacteria for at least 30 generations were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped on NGM plates seeded with each bacterial diet (OD 0.8). L4s hermaphrodites were singled 48 h later onto individual plates and moved every 12 h until egg laying ceased. Progeny were counted 48 h after the singled hermaphrodite was moved to another plate. Progeny were removed from the plate during counting in order to ensure accuracy. Unfertilized oocytes were counted 24 h after the singled hermaphrodite was moved to another plate.

### Mated reproduction

Male wild-type populations were raised for at least ten generations before mating to wild-type hermaphrodite populations grown for 30+ generations on each bacteria. Wild-type males raised on Red and OP50 were egg prepped at the same time, as wild-type hermaphrodite populations raised on Red and OP50, and allowed to hatch overnight in M9 to create synchronous L1 populations. The next day, L1s were dropped onto each corresponding diet and allowed to grow for 48 h into L4s. L4 hermaphrodites were singled onto a plate with 30 μL of OP50 or Red bacteria seeded in the center of the NGM plate. A single male was placed with each hermaphrodite, and allowed to mate for 24 h before the hermaphrodite was moved to a new plate and allowed to egg lay. Hermaphrodites were moved every day to a new plate until egg laying ceases. Progeny were counted 48 h after moving the hermaphrodite and plates were checked for ~50% males to ensure the hermaphrodite was mated. Progeny were removed from the plate during counting, in order to ensure accuracy.

### Nile Red staining

Worms were grown on each bacterial diet for 48 or 72 h, to the L4 stage or day 1 adult stage, respectively, and washed with 1× phosphate-buffered saline with Tween detergent (PBST) wash buffer. Worms were then rocked for 3 min in 40% isopropyl alcohol before being pelleted and treated with NR in 40% isopropyl alcohol for 2 h. Worms were pelleted after 2 h and washed in PBST for 30 min before being imaged at 10× magnification (L4) or 5× magnification (day 1 adult), with DIC and GFP filters on the Zeiss Axio Imager. Fluorescence is measured via corrected total cell fluorescence (CTCF) via ImageJ and Microsoft Excel. CTCF = worm integrated density-(area of selected cell × mean fluorescence of background readings) and normalized to the control of OP50-reared worms.

### Oil Red O staining

Worms were grown on each bacterial diet for 48 or 120 h, to the L4 stage or day 3 adult stage, respectively, and washed with PBST. Worms were then rocked for 3 min in 40% isopropyl alcohol before being pelleted and treated with ORO in diH_2_O for 2 h. Worms were pelleted after 2 h and washed in PBST for 30 min before being imaged at 10× magnification (L4) or 5× magnification (day 3 adult), with the DIC filter on the Zeiss Axio Imager Erc color camera.

### Asdf quantification

ORO-stained worms were placed on glass slides and a coverslip was placed over the sample. Worms were scored, and images were taken using a Zeiss microscope at 10× magnification. Fat levels of worms were placed into three categories: non-Asdf, intermediate, and Asdf. Non-Asdf worms display no loss of fat and are stained a dark red throughout most of the body (somatic and germ cells). Intermediate worms display significant fat loss from the somatic tissues, with portions of the intestine being clear, but ORO-stained fat deposits are still visible (somatic < germ cells). Asdf worms have had most, if not all, observable somatic fat deposits depleted (germ cells only).

### Pharyngeal pumping assays

Wild-type worms grown on each bacterial diet for at least 30 generations were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped on NGM plates seeded with a bacterial diet (OP50, HT115, HB101, Red, Orange, or Yellow*)*. Before imaging, worms were singled onto plates seeded with a bacterial diet 1–2 h before videoing pumping. For L4 pumping analysis, 10–12 worms were imaged 48 h later via Movie Recorder at 8 ms exposure, using the ZEN 2 software at 10× magnification (Zeiss Axio Imager). For day 1 adult pumping analysis, 10–12 worms were imaged 72 h after dropping L1s.

### Food intake

Food intake experiments were adapted from Gomez-Amaro et al.^80^. Food intake was assessed in NGM liquid media without streptomycin in flat-bottom, optically clear 96-well plates with 150 μL total volume. Plates contained 10–40 worms per well. Bacteria was grown overnight in liquid culture of LB with corresponding antibiotics. The next day, bacteria were collected at the log phase, seeded onto NGM plates at 0.8 optical density, and allowed to grow overnight. Bacteria was then collected with autoclaved water from the seeded plates, and spun down to wash and resuspended in water. Age-synchronized nematodes were seeded as L1 larvae and grown at 20°. Plates were sealed with Parafilm to prevent evaporation and rocked continuously to prevent drowning of the nematodes. 5-Fluoro-2′-deoxyuridine (FUDR) was added 48 h after seeding at a final concentration of 0.12 mM. OD_600_ of each well was measured using a plate reader every 24 h starting at L4 stage and ending at day 4 of adulthood (144 h after dropping L1s). The fraction of animals alive was scored microscopically at day 4 of adulthood. Food intake per worms was calculated as bacterial clearance divided by worm number in well. Measurements were then normalized to the L4 to day 1 adult clearance rate for each bacterial diet.

### M9 thrashing assays

Wild-type worms grown on each bacterial diet for at least 30 generations were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped on NGM plates seeded with each bacterial diet (OD 0.8). Worms were grown on each bacterial diet until the L4, day 1 adult, day 3 adult, day 8 adult, or day 11 adult stage. Worms were then moved to an unseeded NGM plate to remove bacteria from the cuticle of the worms. After an hour, worms were washed with M9 and dropped in 5 μL M9 drops onto a fresh NGM plate. After 1 min, 10–12 worms were imaged via Movie Recorder at 50 ms exposure using the ZEN 2 software (Zeiss Axio Imager).

### Food choice assays

Bacteria was grown overnight in liquid culture of LB with corresponding antibiotics. The next day, bacteria were collected at the log phase, 30 μL of each bacterium was seeded onto NGM plates with no antibiotics at 0.8 optical density, and allowed to grow overnight. In the six food choice assays, all bacteria were seeded 2 cm from the center point on a 6 cm plate. For the six food choice assay, seeding order was OP50, Red, HT115, Orange, HB101, and then Yellow. Once food choice assay plates were seeded and allowed to grow overnight, OP50-reared worms were egg prepped, and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped into the center of the NGM plate and counted. The plate was then checked at 1, 24, and 48 h to observe the location of worms. If worms were found on the bacterial lawn, then those worms were counted as on that food. Worms found outside bacterial lawns were counted as not on food. The proportion of worms found on each food or off of food was then calculated and graphed. Each assay was done in biological triplicate with technical triplicates for a total of nine plates.

### Bacterial load assay

Bacteria was grown overnight in liquid culture of LB with corresponding antibiotics. The next day, bacteria were collected at the log phase, seeded onto NGM plates at 0.8 optical density, and allowed to grow overnight. Worms reared on each bacterial food were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped onto NGM plates with each bacterial diet. Worms were allowed to grow until the day 1 adult stage (72 h post drop). Worms were then washed with water and then dropped on an unseeded NGM plate. Worms were allowed to crawl for an hour before washing again and dropping onto a new unseeded NGM plate. Worms were allowed to crawl for an hour before lysing 24 individual worms in 10 μL of worm lysis buffer. A total of 5 μL of the supernatant was then seeded onto LB plates, and allowed to grow 48 h at 37 °C. Plates were checked at 24 and 48 h for growth. This was done in duplicate for a total of 48 individual worms per bacterial diet.

### Lawn avoidance assay

Bacteria was grown overnight in liquid culture of LB with corresponding antibiotics. The next day, bacteria were collected at the log phase, seeded onto NGM plates at 0.8 optical density, and allowed to grow overnight. Worms reared on each bacterial food were egg prepped and eggs were allowed to hatch overnight for a synchronous L1 population. The next day, L1s were dropped onto NGM plates with each bacterial diet and counted. Plates were checked 48 h later at the L4 stage, and the number of worms on and off food were counted. This was repeated at the day 1 adult stage 24 h later as well. The proportion of worms was calculated and graphed using Graphpad Prism 8.

### Statistics and reproducibility

Data are presented as mean ± SEM. Comparisons and significance were analyzed in Graphpad Prism 8. Comparisons between more than two groups were done using ANOVA. For multiple comparisons, Tukey’s multiple comparison test was used, and *p* values are *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Lifespan comparisons were done with log-rank test. Sample size and replicate number for each experiment can be found in figures and corresponding figure legends. This information is also in the experimental methods. Exact values for graphs found in the main figures can be found in Supplementary Data 5.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Data Availability

RNA-sequencing data are deposited into the Gene Expression Omnibus (accession no. GSE152794). All other relevant data is available upon request from the corresponding author.

# Supplementary material for: Bacterial diets differentially alter lifespan and healthspan trajectories in C. elegans
**Source:** Commun Biol. 2020 Nov 6;3:653. doi: 10.1038/s42003-020-01379-1
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTAL FIGURES

a

| Name   | Bacteria                | Doubling Time | Antibiotic Sensitivity | Growth Conditions for Experiments in Liquid Culture | Growth Conditions on Plate |
|--------|-------------------------|---------------|------------------------|-----------------------------------------------------|----------------------------|
| OP50   | <i>Escherichia coli</i> | 2 Hours       | Ampicillin             | LB + Streptomycin at 37C                            | LB + Streptomycin at 37C   |
| HT115  | <i>Escherichia coli</i> | 1 Hour        | Streptomycin           | LB + Ampicillin at 37C                              | LB + Ampicillin at 37C     |
| HB101  | <i>Escherichia coli</i> | 3 Hours       | Ampicillin             | LB + Streptomycin at 37C                            | LB + Streptomycin at 37C   |
| Red    | <i>Methylobacterium</i> | 23 Hours      | Streptomycin           | LB + Ampicillin at 37C                              | LB + Ampicillin at 30C     |
| Orange | <i>Xanthomonas</i>      | 5 Hours       | Streptomycin           | LB + Ampicillin at 37C                              | LB + Kanamycin at 37C      |
| Yellow | <i>Sphingomonas</i>     | 7 Hours       | Streptomycin           | LB + Ampicillin at 26C                              | LB + Ampicillin at 37C     |

b

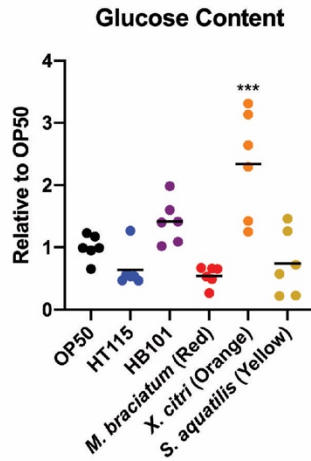

c

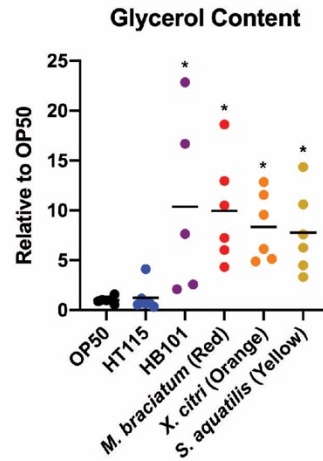

d

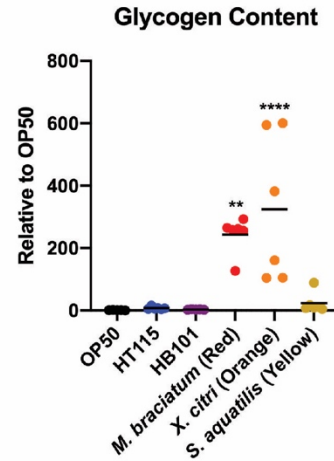

e

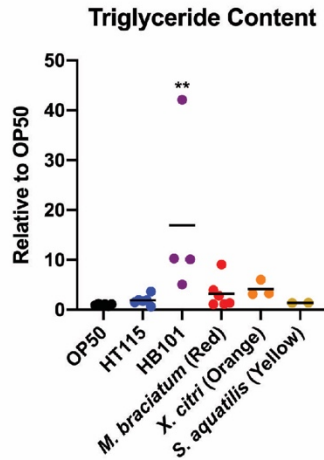

f

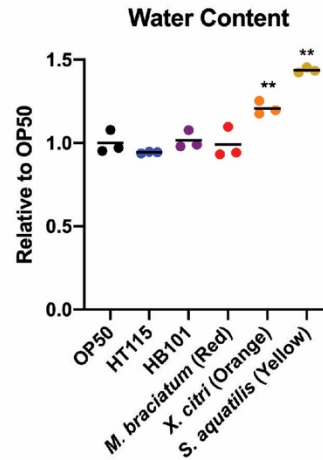

g

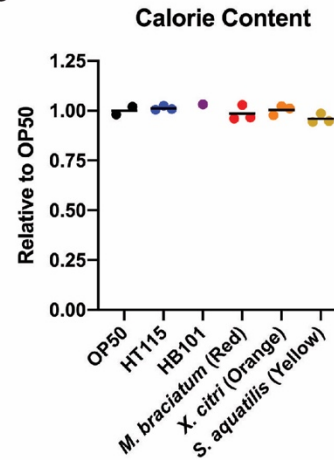

**Supplemental Figure 1. Bacterial growth conditions and metabolite concentrations.** (a) Table with optimal growth conditions for each bacterial diet. (b-g) Metabolite concentrations in each bacterium relative to OP50. The different metabolites measured were glucose (b), glycerol (c), glycogen (d), triglycerides (e) and water content (f). Statistical comparisons by Tukey's multiple comparison test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . All studies were performed in biological triplicate. (g) Calorie content of all bacteria were similar.

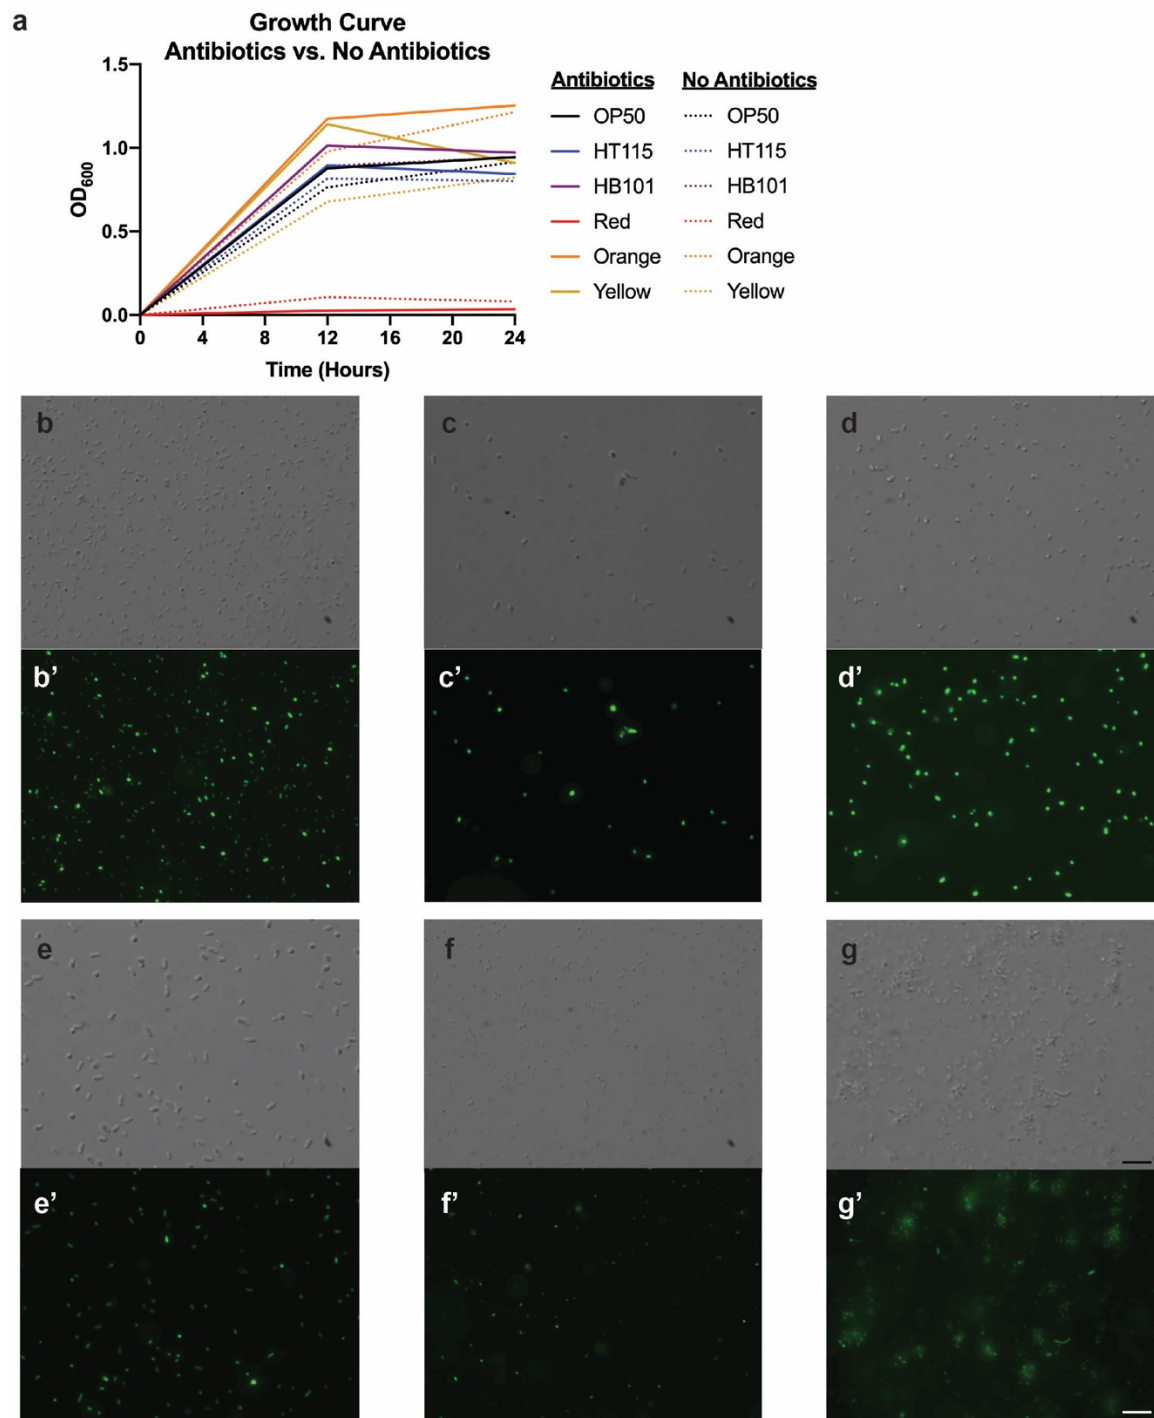

**Supplemental Figure 2. Bacterial growth curve and images.** (a) Bacterial growth curve comparison between growth in LB with and without antibiotics with no significant difference in growth rate. (b-g) Microscopic images of bacteria after being scraped off of a plate seeded at the optical density of 0.8  $A_{600}$ . All bacteria are observably similar or smaller in size compared to OP50 bacteria. The bacteria are (b) OP50, (c) HT115, (d) HB101, (e) Red. (f) Orange, and (g) Yellow. (b'-g') Images of stained bacteria with BactoView™ Live Fluorescent dye that stains the DNA. Scale bar 5  $\mu$ m.

a

| Diet   | Time to 50% of the Population Molting (Hours) |         |         |         | Total Time to Adulthood | Hours in each molt (Average number of hours worms were GFP positive) |         |         |         | % Faster than OP50-reared worms |
|--------|-----------------------------------------------|---------|---------|---------|-------------------------|----------------------------------------------------------------------|---------|---------|---------|---------------------------------|
|        | L1 Molt                                       | L2 Molt | L3 Molt | L4 Molt |                         | L1 Molt                                                              | L2 Molt | L3 Molt | L4 Molt |                                 |
| OP50   | 11                                            | 22      | 30      | 41      | 50                      | 6                                                                    | 4       | 6       | 7       | -                               |
| HT115  | 11                                            | 18      | 27      | 38      | 44                      | 9                                                                    | 3       | 5       | 6       | 20%                             |
| HB101  | 12                                            | 22      | 30      | 40      | 47                      | 6                                                                    | 5       | 6       | 6       | 14.5%                           |
| Red    | 11                                            | 20      | 28      | 38      | 44                      | 9                                                                    | 4       | 4       | 6       | 20%                             |
| Orange | 13                                            | 23      | 29      | 39      | 46                      | 5                                                                    | 3       | 4       | 5       | 16%                             |
| Yellow | 13                                            | 22      | 30      | 40      | 46                      | 5                                                                    | 3       | 4       | 4       | 16%                             |

b

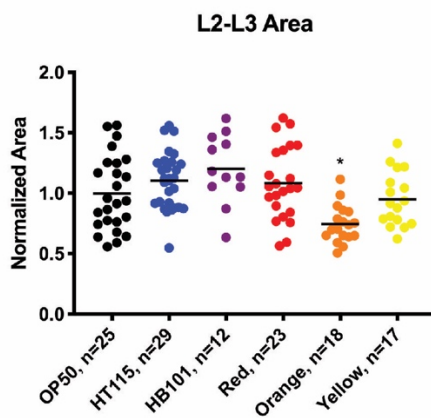

c

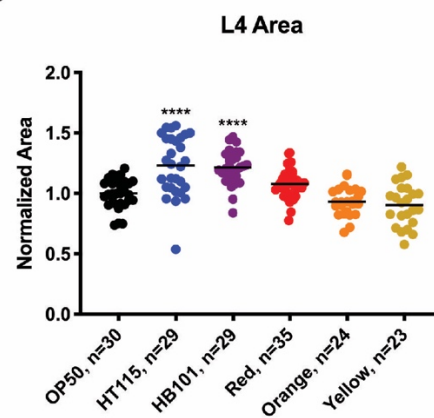

d

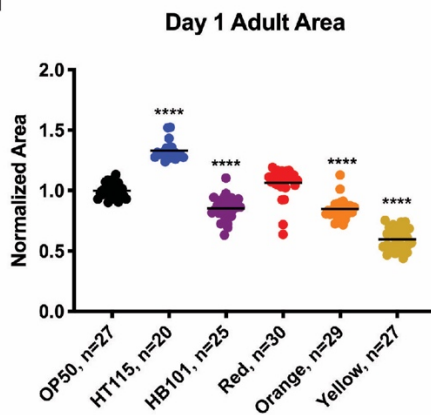

e

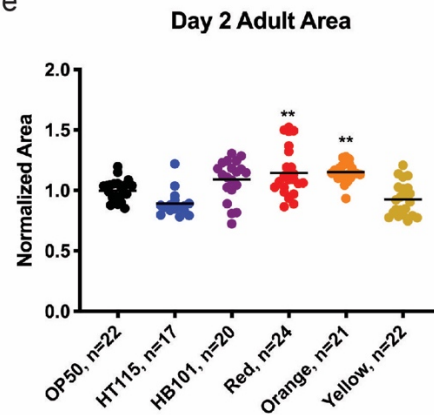

**Supplemental Figure 3. Time in each developmental stage and worm area is altered based on bacterial diet raised on.** (a) Table showing differences in time to each molt along with hours spend in each stage of development. (b-e) Area measurements of worms on each bacteria relative to OP50. (b) Orange-reared worms showed a slightly smaller area than OP50 and other bacteria. (c) *C. elegans* on HT115 and HB101 had significantly larger areas at the L4 stage. (d) Worms raised on HT115 have a larger area than worms raised on OP50 at day 1 of adulthood. HB101, Orange and Yellow worms have smaller area at day 1 of adulthood. (e) *C. elegans* raised on Red and Orange have larger areas at day 2 of adulthood compared to OP50 and the other diets. Statistical comparisons by Tukey's multiple comparison test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . All studies were performed in biological triplicate.

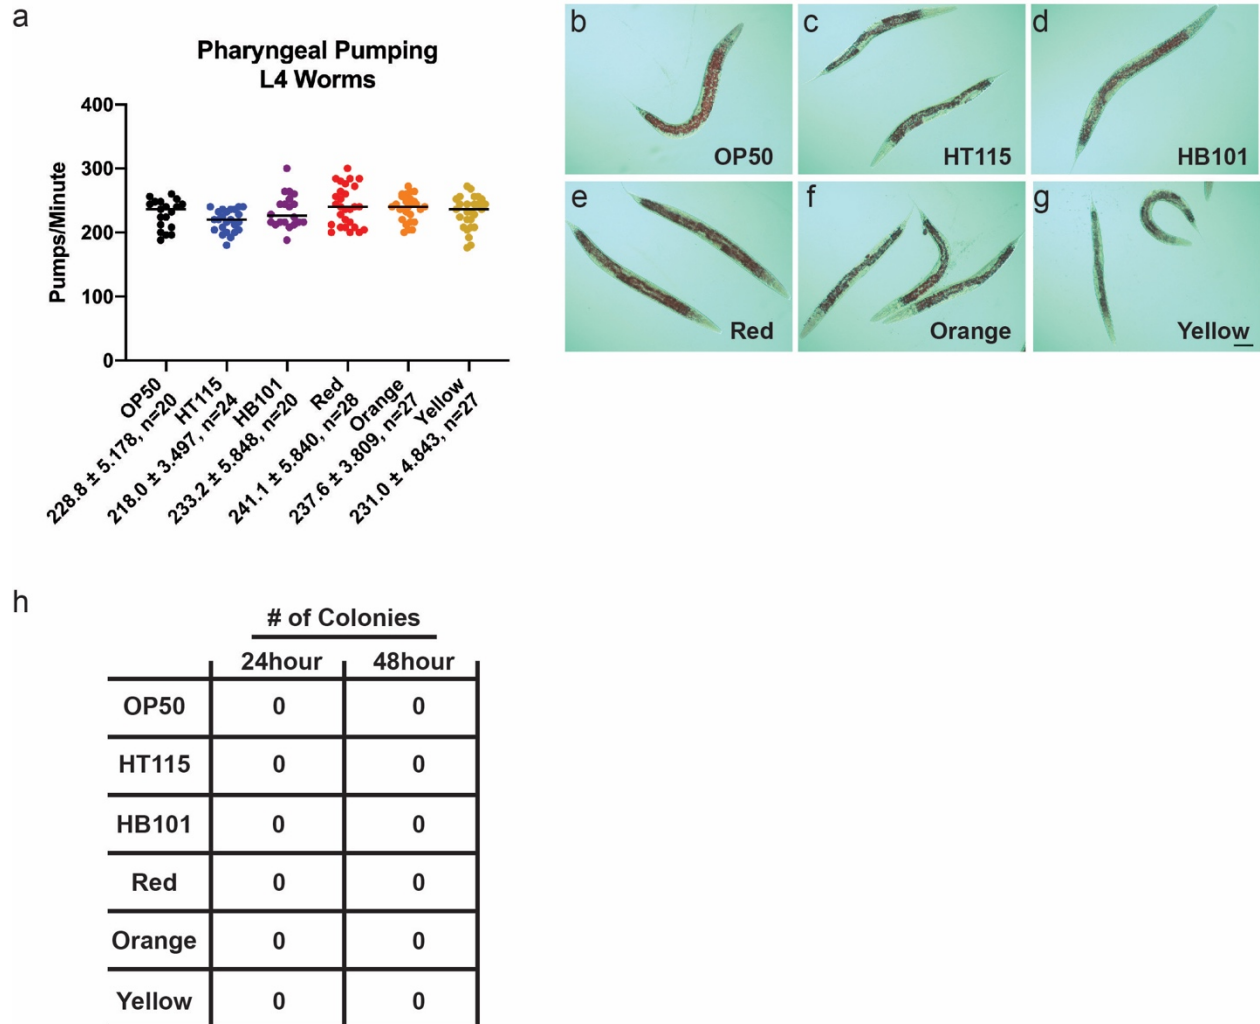

**Supplemental Figure 4. L4 Pumping and Oil Red O staining.** (a) L4 pumping of worms raised on each bacterial diet. There was no significant difference between worms raised on the different diets. Statistical comparisons by Tukey's multiple comparison test. Study was performed in biological triplicate. (b-g) Oil Red O staining for lipid distribution in L4 *C. elegans*. Scale bar 50  $\mu$ m. (h) Bacterial load experiment that counted the number of colonies that grew on an LB plate after 24 and 48 hours. n=48 individual worms per bacterial food.

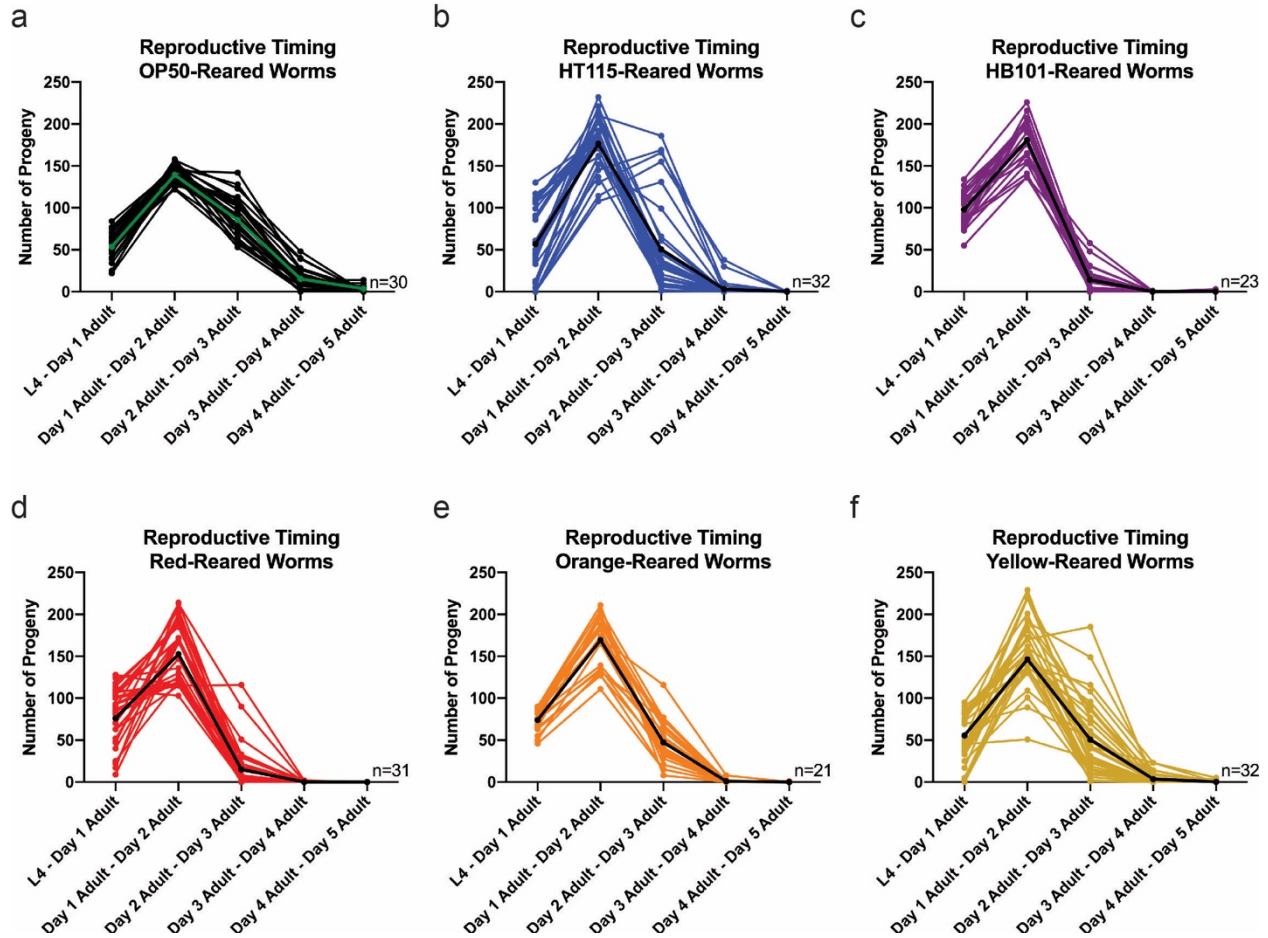

**Supplemental Figure 5 Reproductive timing is altered in *C. elegans* raised on the different bacterial diets.** Reproductive output of individual worms (each line represents a different worm) at each day of its reproductive span. The thicker green line (a) and black line (b-f) on the graph represents the average output per day of reproduction. Worms were moved every 24 hours and progeny were counted. Each bacterial food had a reproductive peak from day 1 to day 2 of adulthood and then started producing fewer progeny per day until day 5 of adulthood. HB101 (c) and Red (d) worms have a significant decline in reproductive output by day 3 of adulthood.

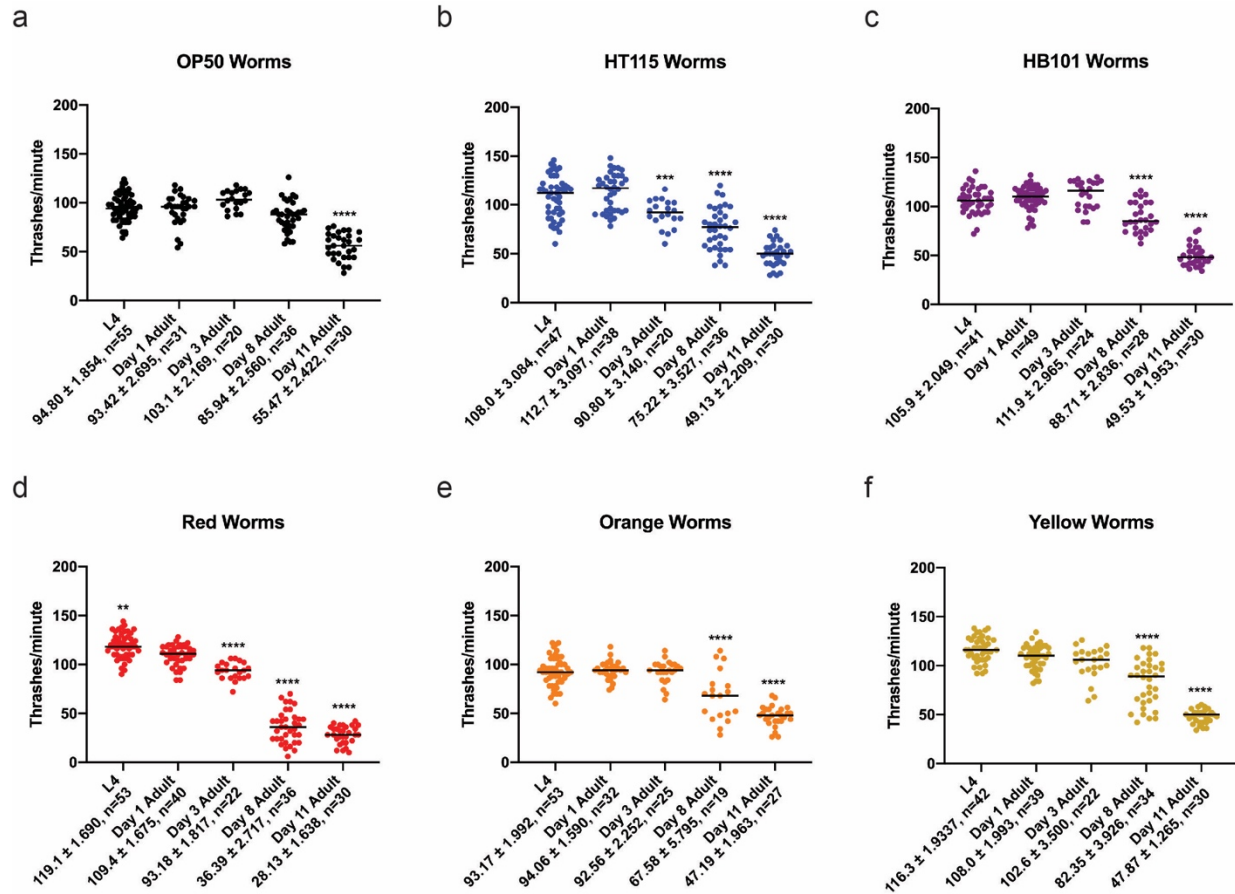

**Supplemental Figure 6 Thrashing declines with age in a food-dependent manner. C. *elegans*** at each stage of development on each bacterial diet. Comparisons were made to day 1 of adulthood. Statistical comparisons by Tukey's multiple comparison test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . All studies were performed in biological triplicate. (a) OP50 thrashing starts to show a decline at day 11 of adulthood. (b) HT115 thrashing declines starting at day 3 of adulthood and continues to do so up until day 11 of adulthood. (c, e-f) HB101, Orange, and Yellow decline in thrashing rate at day 8 of adulthood and continues into day 11 of adulthood. (d) Red worms decline in thrashing from day 1 to day 11 of adulthood. Red-reared worms have the most significant rate of decline in thrashing compared to the other diets.

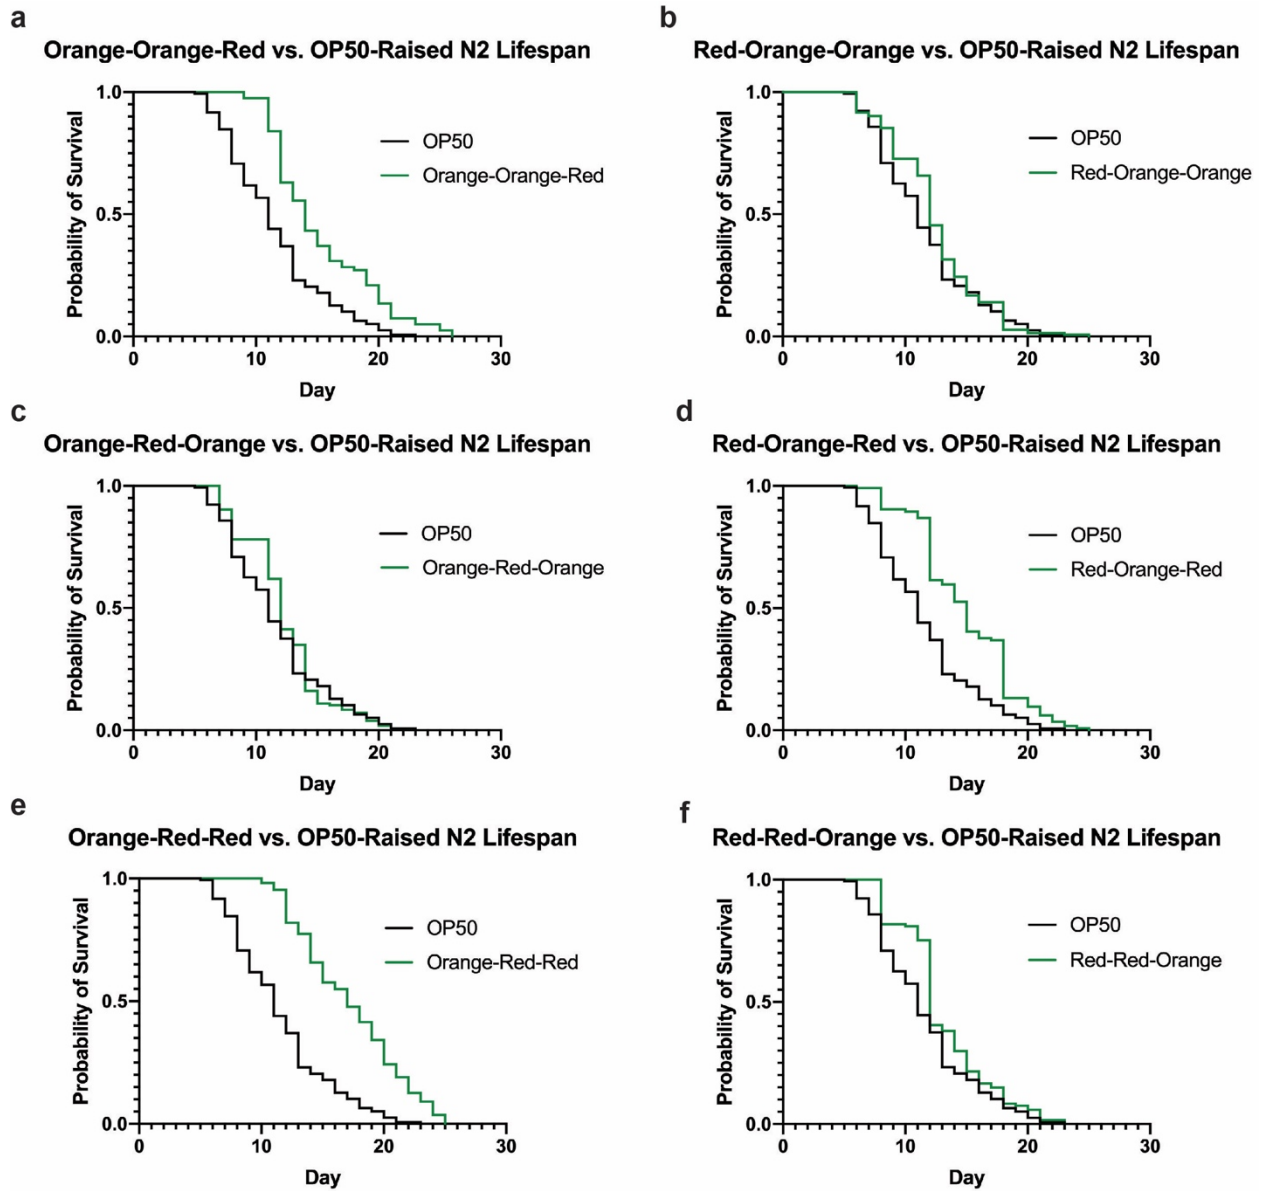

**Supplemental Figure 7 Bacterial diet combinations compared to *C. elegans* raised on OP50.** Lifespan comparisons of OP50 versus each nutraceutical diet combination. Lifespan comparisons made with Log-rank test (supplementary data 4).

## SUPPLEMENTARY TABLES

**Table S1.** Gene Ontology (GO) Terms for RNAseq analysis in L4 *C. elegans* on bacterial diets.

| HT115-specific                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | HB101-specific                                                                                                                                                                                                                                                                                                                                                                                                                                      | Red-specific                                                                                                                                                                                           | Orange-specific                                                                                                                               | Yellow-specific                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p><b>GO-TERMS UP</b></p> <ul style="list-style-type: none"> <li>organic acid metabolic process</li> <li>supramolecular polymer</li> <li>nucleoside phosphate binding</li> <li>ribonucleotide binding</li> <li>purine nucleotide binding</li> <li>nucleoside phosphate metabolic process</li> <li>purine nucleotide metabolic process</li> <li>ribose phosphate metabolic process</li> <li>actin filament-based process</li> <li>lipid catabolic process</li> <li>calcium ion binding</li> <li>hydrolase activity acting on acid anhydrides</li> <li>phosphorus metabolic process</li> <li>identical protein binding</li> <li>kinase binding</li> </ul> <p><b>GO-TERMS DOWN</b></p> <ul style="list-style-type: none"> <li>lipid catabolic process</li> <li>organic acid metabolic process</li> </ul> | <p><b>GO-TERMS UP</b></p> <ul style="list-style-type: none"> <li>transmembrane transport</li> <li>establishment of localization</li> <li>metalloendopeptidase activity</li> <li>purine nucleotide binding</li> <li>supramolecular polymer</li> <li>nucleoside phosphate binding</li> <li>ribonucleotide binding</li> <li>structural constituent of cuticle</li> <li>peptidyl-tyrosine modification</li> <li>peptidyl-serine modification</li> </ul> | <p><b>GO-TERMS UP</b></p> <ul style="list-style-type: none"> <li>immune system process</li> <li>defense response</li> <li>response to biotic stimulus</li> <li>phosphorus metabolic process</li> </ul> | <p><b>GO-TERMS DOWN</b></p> <ul style="list-style-type: none"> <li>organic acid metabolic process</li> <li>lipid catabolic process</li> </ul> | <p><b>GO-TERMS UP</b></p> <ul style="list-style-type: none"> <li>peptidyl-tyrosine modification</li> <li>extracellular space</li> <li>phosphorus metabolic process</li> <li>neuropeptide signaling pathway</li> <li>localization of cell</li> <li>protein modification process</li> <li>potassium ion transmembrane transport</li> <li>peptidyl-serine modification</li> <li>zinc ion binding</li> <li>intrinsic component of membrane</li> <li>dephosphorylation</li> <li>positive regulation of kinase activity</li> <li>metalloendopeptidase activity</li> <li>synaptic signaling</li> <li>peptidase activity</li> </ul> <p><b>GO-TERMS DOWN</b></p> <ul style="list-style-type: none"> <li>meiotic cell cycle</li> <li>organelle fission</li> <li>reproduction</li> <li>chromosome segregation</li> <li>cellular aromatic compound metabolic process</li> <li>heterocycle metabolic process</li> <li>membrane-enclosed lumen</li> <li>embryo development ending in birth or egg hatching</li> <li>organic cyclic compound metabolic process</li> <li>ribonucleoprotein granule</li> <li>RNA splicing via transesterification reactions</li> <li>modification-dependent macromolecule</li> <li>protein ubiquitination</li> <li>organelle</li> <li>covalent chromatin modification</li> <li>post-embryonic animal organ development</li> <li>cellular macromolecule localization</li> <li>negative regulation of metabolic process</li> <li>protein modification process</li> <li>protein catabolic process</li> <li>kinase binding</li> <li>regulation of protein metabolic process</li> <li>reproductive system development</li> <li>post-embryonic development</li> <li>development of primary sexual characteristics</li> <li>identical protein binding</li> <li>cellular developmental process</li> <li>transcription factor complex</li> <li>hydrolase activity acting on acid anhydrides</li> <li>macromolecule biosynthetic process</li> <li>regulation of nucleobase-containing compound</li> <li>methylation</li> <li>aging</li> <li>small GTPase binding</li> <li>process utilizing autophagic mechanism</li> <li>amide transport</li> <li>double-stranded DNA binding</li> <li>male anatomical structure morphogenesis</li> <li>oviposition</li> </ul> |

# Supplementary material for: Bacterial diets differentially alter lifespan and healthspan trajectories in C. elegans
**Source:** Commun Biol. 2020 Nov 6;3:653. doi: 10.1038/s42003-020-01379-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** RNAseq analysis in L4 *C. elegans*.

**File Name:** Supplementary Data 2

**Description:** Lifespan quartile comparisons.

**File Name:** Supplementary Data 3

**Description:** Thrashing replicates at each life stage.

**File Name:** Supplementary Data 4

**Description:** Bacterial diet as a nutraceutical Log-rank analysis compared to OP50, Red, and Orange.

**File Name:** Supplementary Data 5

**Description:** Graph and chart source data in all main figures.

How the deposited data were processed for this re-analysis (not part of the article)

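The series holds RNA-seq of whole N2 worms at the L4 stage on 6 foods, OP50, HT115, HB101, Methylobacterium (Red), Xanthomonas (Orange) and Sphingomonas (Yellow), with 4 libraries per food. The authors deposited the count of reads on each gene in each library, made by their sequencing provider without normalization; the counting program's strand setting and gene build are not stated. Their deposited tables of each food against OP50 also give a mean count, a log2 fold change, a p-value and an adjusted p-value per gene, which the authors computed with DESeq2. A further 24 columns of FPKM values per library were deposited and were not used here. Each library's total was the sum of its counts on genes, and the totals per food ran from 18771862 to 21084841 on OP50, 18367384 to 22262372 on HT115, 19487090 to 29711821 on HB101, 18399759 to 21852546 on Red, 17010849 to 23938099 on Orange and 16096542 to 24307396 on Yellow. No pair of replicates was close enough to be a duplicate.

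The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and with DESeq2 1.42.0 as an alternative. Tables were made with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Genes were kept by filterByExpr (smallest count 10, smallest total 15). Libraries were scaled by TMM, and each food was compared with OP50 by the quasi-likelihood F-test with Benjamini-Hochberg adjustment over the genes tested, two-sided, at 0.01. Exact permutation tests of single genes used the logarithm of CPM plus 0.1. Gene classes were tested with camera (preset correlation 0.01) and fry at an adjusted p of 0.05. Genes with at most 3 counts in each library of a group are given as a bound on the fold. The common dispersion over all 4 libraries was 0.347 on HT115, 0.374 on HB101, 0.483 on Red, 0.399 on Orange and 0.368 on Yellow, and over the 3 libraries of the authors' tables 0.0473, 0.144, 0.115, 0.141 and 0.123.

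The tests were tested on simulated data with 200 changed genes, drawn with the means and spread of HT115 and OP50. Over 4 libraries (13096 genes) edgeR called 82, of which 0 were unchanged, and recovered 69 of 100 genes changed 16-fold and 13 of 100 changed 4-fold. DESeq2 called 187, of which 37 (19.8%) were unchanged, and recovered 95 and 55. Over 3 libraries (12892 genes) edgeR called 191, 5 of them (2.62%) unchanged, and recovered 99 and 87, and DESeq2 called 225, 28 of them (12.4%) unchanged, and recovered 100 and 97. So over 4 libraries most 4-fold changes would be missed by edgeR, and a gene not called is not shown to be unchanged.

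The comparison, test, threshold, gene lists and a first set of alternatives were fixed before the data were examined. These alternatives were no filter, DESeq2's median-ratio size factors, library size alone, replicate number as a block, each library left out, one fit of all 24 libraries, DESeq2's Wald test, fry in place of camera, and other thresholds. Chosen after seeing the data were the 3 libraries per food of the authors' tables, with edgeR and with DESeq2, the covariate for the main axis between replicates, and the use of the 140 genes that the authors' deposited tables call on all 5 foods. The genes named are those that the paper names in its RNA-seq results and the dao, dod and lipl members called on a food. Per food they also include the 3 called genes of smallest adjusted p whose 4 food libraries all lie on one side of all 4 OP50 libraries. Outside these rules, bus-8B is given beside the paper's bus-8, a name that the count table does not list. No label pairs the libraries, and a pairing of Red with OP50 by replicate number was inferred from the counts. The correlation of the deviations from the food's mean was 0.88, 0.79, 0.78 and 0.36 for the 4 numbers. Replicate 1 lay far along the main axis in both groups (-150.8 on OP50 and -144.9 on Red). Libraries that stand apart under 1 number by chance could also give such correlations, so the pairing is not established. Of the 8 splits that part as many of these pairs, 1 gave as many called genes on Red, and it is the real one. The GO lists and supplementary gene lists of the paper were not analysed here.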

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

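The tests of developmental age in OP50 replicate 1 and of mislabelled or mixed samples were chosen only after the result was seen. A library was marked where its distance from the nearest of its food's libraries, as a share of the food's range, exceeded Dixon's critical value for 4 samples. Of 210 groups of 4 libraries, 47 passed, where 10.5 would by chance. They fell on 8 libraries: 17 on HT115 replicate 1, 12 on HB101 replicate 4, 11 on OP50 replicate 1, 2 each on OP50 replicate 4 and Red replicate 1, and 1 each on HB101 replicates 1 and 3 and Red replicate 3. Values are median log2 CPM of a gene list unless given as CPM, with the range of the food's other libraries in brackets.

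OP50 replicate 1 had 9.12 for the 12 molting genes (0.32 to 0.88), 5.32 for the lifespan genes (-1.34 to -0.87), 5.96 for dao and dod (2.19 to 2.39) and 5.86 for kgb-1, pha-4 and vhp-1 (3.71 to 3.94). It had 4.68 for molting and hedgehog-related genes (0.01 to 0.57), 4.14 for oocyte and eggshell (8.91 to 9.53), 5.42 for germline (6.7 to 6.81), 5.2 for vitellogenins (12.94 to 13.38) and 10.82 for ribosomal proteins (10.46 to 10.51). pha-4 stood at 11.5 CPM (1.42 to 2) and vhp-1 at 57.9 (13 to 15.4). Molting genes were high where yolk genes were low across libraries of one food, with a correlation of the deviations of -0.78 without OP50 replicate 1 and Red replicate 1, so a different developmental age of the worms at harvest is a candidate explanation. A swap with a library of another food of the series is at odds with single genes. For lipl-1 the library had 0.509 CPM, against 58 to 84.6 on Red, 18.3 to 29.5 on HT115 and 2.17 to 5.68 on Yellow; for fat-5 it had 31.6, against 0.32 to 1.56 on HB101, and for acs-1 255, against 24.8 to 33.7 on Orange. With the axis removed it was nearest to another OP50 library (0.65), although its score on the 695 genes that mark the other OP50 libraries was -0.37. What stays open is a mislabelled sample of OP50 worms of another stage or harvest time, which cannot be told apart from worms of another age, since no library of known age is in the series.

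The other libraries outside the authors' tables had molting medians of 4.71 (HT115 replicate 1), 4.84 (HB101 replicate 3), 8.13 (Red replicate 1), 7.21 (Orange replicate 2) and 4.97 (Yellow replicate 2), each above the 0.32 to 0.88 of the OP50 libraries in those tables. OP50 replicate 4 had 6.42 for fat-5 and fat-7 (5.88 to 5.95) and 6.91 for major sperm proteins (5.19 to 5.4). Red replicate 1 had 8.57 for vitellogenins (12.82 to 13.49) and 136 CPM of acs-1 (232 to 237). Red replicate 3 had 0.057 CPM of fat-5 (0 in the others), which is at the count floor. HB101 replicate 1 had 1.41 for the Lipl class (2.97 to 3.09), and HB101 replicate 3 a total of 29711821 counts (19487090 to 20547811).

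HT115 replicate 1 scored -30.8 on the main axis between replicates (57.1 to 59.1). It had 6.45 for daf-2 and age-1 (6.89 to 6.97), 4.81 for kgb-1, pha-4 and vhp-1 (4.18 to 4.24), 3.48 for fat-5 and fat-7 (4.53 to 4.6), 6.03 for collagens (5.13 to 5.26) and 2.96 for molting and hedgehog-related genes (2.23 to 2.34). It had 3.6 for abu and pqn (2.35 to 2.49), 7.81 for oocyte and eggshell (9.04 to 9.05), 6.1 for germline (6.59 to 6.6), 12.22 for vitellogenins (13.64 to 13.71), 9.51 for body muscle (9.1 to 9.12) and 1.81 for lectins and lysozymes (1.14 to 1.2). In CPM, vhp-1 was at 28 (18 to 18.8), fat-5 at 4.55 (7 to 7.39), fat-7 at 26.9 (74.2 to 78.1), F45D11.14 at 0.674 (6.61 to 6.94) and acs-1 at 72.7 (190 to 191). With the axis removed this library correlated with HB101 replicate 2 at 0.38 and with its own food at no more than -0.11. Being nearest to another food does not single this library out: HB101 replicates 1, 3 and 4, Orange replicates 2 and 4 and Yellow replicates 1, 3 and 4 were so too. A mislabelled or mixed sample cannot be told apart from a food effect at another age, since lipl-1, at 18.3 CPM, lay between the other HT115 libraries (23.8 to 29.5) and those of HB101 (2.57 to 11.4).

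HB101 replicate 4 scored -117.1 on the axis (-18.2 to -1.2). It had 6.96 for the 12 molting genes (4.71 to 4.84), 6.25 for the lifespan genes (2.82 to 3.24), 5.58 for dao and dod (3.93 to 4.07), 5.59 for kgb-1, pha-4 and vhp-1 (5.04 to 5.08) and 7.34 for collagens (5.84 to 6.09). It had 4.08 for molting and hedgehog-related genes (2.69 to 2.91), 6.46 for oocyte and eggshell (8.09 to 8.27), 10.52 for vitellogenins (11.84 to 11.95), 10.0 for body muscle (9.23 to 9.34) and 1.76 for lectins and lysozymes (1.36 to 1.41), and vhp-1 at 48.1 CPM (32.7 to 33.8). Its score is far along the axis, but with the axis removed it was nearest to Red replicate 1 (0.4), against 0.1 for its own food, so the axis does not hold all of its difference. Beyond that comparison a mislabelled sample was not tested for this library. It is among the libraries behind the correlation of -0.78 above, but no biological explanation was tested for it alone.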

How the results depend on the processing

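The 3-library settings, the covariate and the set of 140 genes were chosen only after the result was seen. Values follow the order HT115, HB101, Red, Orange, Yellow, and the cause of each change was not tested. Over all 4 libraries the settings other than leaving a library out kept 222 values as they were, with 22 stronger, 8 weaker, 15 moved and 21 reversed; over 3 libraries the numbers were 133, 14, 3, 7 and 3. The median absolute log2 fold change of genes called on all 5 foods could not be computed with 0 such genes, and the 140 genes of the deposited tables stand in. A fold-change threshold added to the adjusted p changed no count over 4 libraries; over 3, the counts fell from 344 to 304 on HT115, from 49 to 48 on Red and from 2848 to 2245 on Yellow.

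Over 4 libraries, without a filter 12 genes were called on Red and 10 only there, HT115 and Red correlated at 0.62, and the mean of the 3 pairs of HB101, Orange and Yellow was 0.77. Median-ratio size factors gave 8 on Red, 7 only there. With library size alone fat-5 turned positive on Orange (0.22) and Yellow (0.05). DESeq2 called 79, 243, 123, 148 and 276 genes, 20, 89, 50, 21 and 88 on 1 food only and 3 on all 5, with correlations of 0.62 and 0.79. One fit of all 24 libraries called 7, 17, 66, 13 and 14, with 6 only on HB101, 53 on Red, 8 on Orange and 6 on Yellow, 1 on all 5, and 0.89 for the 3 pairs.

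With the replicate block 0 genes were called on HT115, 140 on Red and 0 on Orange, and 0, 140 and 0 only there. HT115 and Red then correlated at 0.78 and the 3 pairs at 0.95. With the block, the medians of the 140 genes were 3.83 on HB101, 3.65 on Orange and 3.74 on Yellow, and those of the molting genes turned positive at 2.52 on HT115, 3.67 on HB101, 3.66 on Orange and 3.86 on Yellow. The pairing check behind the block gave 0.59, 0.43, 0.47 and 0.02 on HT115, -0.47, 0.52, 0.34 and -0.39 on HB101, -0.75, -0.61, -0.01 and 0.23 on Orange and 0.23, 0.05, 0.09 and -0.46 on Yellow. Of 20 pairs, 11 passed 0.1, from -0.75 to 0.88, so only Red meets the rule for pairing.

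Taking the 3 libraries per food called 344 on HT115, 49 on Red and 2848 on Yellow, 109, 5 and 2624 only there, with correlations of 0.83 for HT115 and Red, 0.95 for the 3 pairs and 0.73 across groups. The medians of the 140 genes were 3.08 on HT115, 5.29 on HB101, 3.94 on Orange and 5.04 on Yellow; those of the molting genes reversed to 3.63, 5.57, 3.46, 3.86 and 6.08, and fat-5 on Yellow to 0.39. With DESeq2 on those libraries 748, 3534, 456, 1152 and 6067 were called, 102, 341, 39, 24 and 2682 on 1 food only and 140 on all 5, with 12 molting and 9 lifespan genes and 0.88 for the 3 pairs. The medians were 3.01, 5.13, 3.89 and 4.89 for the 140 genes on the same 4 foods and 3.55, 5.36, 3.5, 3.72 and 5.88 for the molting genes, with fat-7 on Orange at 0 and fat-5 on Yellow at 0.21. With the axis as a covariate 168, 405, 308, 478 and 444 were called, 28, 78, 109, 139 and 117 on 1 food only, 43 on all 5 and 1 lifespan gene, with 0.85 for the 3 pairs. The medians of the 140 genes were then 1.15, 1.22, 1.41, 1.04 and 1.18. That of the molting genes was 0.86 on HT115, and on each other food single molting genes lay on both sides of 0. age-1 on Yellow was at 0.05. At an unadjusted p under 0.01 there were 147, 554, 188, 249 and 587, with 36, 192, 64, 38 and 241 on 1 food only, 20 on all 5 and 4 lifespan genes. At an adjusted p under 0.05 there were 22 on Red, 19 only there, and 0 only on HT115. Under fry 1, 0, 1, 0 and 0 gene classes passed, against 11, 11, 10, 11 and 11 under camera, and fry passed 2, 0, 3, 0 and 0 with the block and 1, 5, 2, 2 and 5 in one fit of all 24 libraries.

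Among the results over 3 libraries, no filter gave 600 on HB101, 116 on Red and 362 on Orange, 16, 10 and 8 only there, 12 on all 5 and 5 lifespan genes, correlations of 0.73, 0.87 and 0.68, and 3.04 for the 140 genes on HT115. Median-ratio size factors gave 262 on HB101, 6 only there, and 3.01 on HT115. Library size alone gave 3.04 on HT115, fat-5 on Orange at 0.09 and fat-7 on Yellow at 0.15. DESeq2 gave correlations of 0.73, 0.88 and 0.67 there, and 3.01 on HT115. One fit of the 18 libraries called 22, 2873, 82, 483 and 4362, 3 only on HT115, 420 on HB101 and 22 on Red, 2 on all 5, with 0.94 for the 3 pairs and 3.04 on HT115. At an unadjusted p under 0.01 there were 1342, 3430, 625, 1377 and 5644, 261, 419, 65 and 60 only on the first 4 foods, 228 on all 5, 8 molting and 9 lifespan genes. At an adjusted p under 0.05 there were 789, 4905, 151, 640 and 7683, 419, 14 and 16 only on HB101, Red and Orange, 26 on all 5 and 3 lifespan genes. Fry passed 6 classes on HT115 and 3 on Red, against 12 and 9.

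Leaving out 1 library of 4, the genes called ran from 0 to 114, 0 to 1492, 0 to 18, 0 to 5 and 0 to 5285, and those on 1 food only from 0 to 14, 0 to 118, 0 to 8, 0 to 4 and 0 to 3901. The correlation of HT115 and Red ran from 0.53 to 0.91, of the 3 pairs from 0.89 to 0.97 and across groups from 0.43 to 0.89. The medians of the 140 genes ran from 1.81 to 3.65, 1.91 to 5.12, 1.51 to 5.57, 1.46 to 4.65 and 1.42 to 5.01, and of the molting genes from -3.3 to 3.9, -2.48 to 5.32, -3.13 to 5.93, -3.01 to 5.2 and -2 to 5.83, the high end of each without OP50 replicate 1. The dao and dod median on Yellow ran from -0.1 to 2.1, fat-5 on Orange from -0.17 to 0.17 and on Yellow from -0.98 to 0.13.

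Leaving out 1 library of 3, the genes called ran from 77 to 7731, 0 to 1348, 12 to 96, 1 to 1070 and 0 to 5864, and those on 1 food only from 12 to 2803, 0 to 18, 0 to 17, 1 to 195 and 0 to 3327. Genes on all 5 foods ran from 0 to 1, and so did lifespan genes. The correlation of HT115 and Red ran from 0.59 to 0.9, of the 3 pairs from 0.93 to 0.97 and across groups from 0.56 to 0.85. The median of the 140 genes ran from 2.87 to 3.25 on HT115 and 2.15 to 3.87 on Red. On Orange fat-5 ran from -0.28 to 0.21 and fat-7 from -0.04 to 0.27, and on Yellow fat-5 from -0.32 to 0.95 and fat-7 from -0.68 to 0.49. Depth limits little of this; with every library thinned to 16096542 counts, 5874 genes were called on Yellow by DESeq2 over 3 libraries, against 6067.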

Differences from the paper's values

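The 3-library settings and the covariate were chosen only after the result was seen. The paper gives 743 altered genes on HT115, 3512 on HB101, 455 on Red, 1149 on Orange and 6033 on Yellow; over all 4 libraries 2, 0, 4, 3 and 0 were called. Of the alternatives set before the data were examined, leaving out OP50 replicate 1 gave 5285 on Yellow, and no other closed a gap here. The paper gives 102, 320, 40, 24 and 2667 genes altered on 1 food only, against 1, 0, 3, 3 and 0. Of the alternatives set before the data were examined, leaving out OP50 replicate 1 closed the gap on Yellow (3901), DESeq2 on Red (50) and Orange (21), and one fit of all 24 libraries on Red (53); none did on HT115 and HB101. The paper gives 140 genes altered on all 5 foods, against 0, with 12 molting genes among them, against 0, and 11 lifespan genes shared by HT115, Red and Yellow, against 0. None of the alternatives set before the data were examined closed these gaps. DESeq2 over 3 libraries per food, chosen after seeing the values, gave 748, 3534, 456, 1152 and 6067 altered genes, 102, 341, 39, 24 and 2682 on 1 food only, 140 on all 5, 12 molting genes and 9 lifespan genes. The 9 are the lifespan genes called higher: all 10 found by name were called on HT115, Red and Yellow, with kat-1 lower. bus-8B, given beside bus-8, was under 0.01 on these foods in the authors' deposited tables. edgeR over those libraries, chosen after seeing the values, gave 109 genes only on HT115 and 2624 only on Yellow, and the axis as a covariate, also chosen after seeing the values, gave 308 on Red.

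The paper states that the lifespan genes shared by HT115, Red and Yellow are all upregulated; kat-1 was lower on each, by 0.85, 0.89 and 0.54 over 3 libraries and 0.87, 0.94 and 0.69 over 4. lpr-5 and glf-1, on the same list, were lower over 4 libraries (-3.25 and -3.02 on HT115). The paper reports the molting genes as altered on every food. With edgeR over 4 libraries their median was below 0 on each food, from -2.88 to -0.79. As differences of mean log2 CPM it was above 0 on each food, from 1.54 to 2.97, so the sign depended on the averaging. With a replicate block the median log2 fold change of the 12 molting genes on Red was 1.71, and without OP50 replicate 1 the medians were 3.9 to 5.93. Over 3 libraries, a setting chosen after seeing the values, they were 3.46 to 6.08. The paper states that daf-2 and age-1 are reduced on Yellow; neither passed the threshold with edgeR over 3 libraries (adjusted p = 0.0217 and 0.0259), and DESeq2 over those libraries, chosen after seeing the values, called both (0.00317 and 0.00199). The paper states that dao and dod genes rise on Yellow; edgeR called 0 of them over 4 libraries. Over 3 libraries, chosen after seeing the values, edgeR called 6 higher and 1 lower, and DESeq2 called 8 higher and 1 lower. The lower gene was dod-23 with both, and it fell by 1.78 with edgeR. With the axis as a covariate, also chosen after seeing the values, dod-23 was called higher by 1.72. The paper states that kgb-1, pha-4 and vhp-1 rise on Orange; edgeR called none of them over either set, and DESeq2 over 3 libraries, chosen after seeing the values, called 3.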

Other observations

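Of the tests in this part, all but the splits of 8 libraries by genes, the shared controls, the scaling, the collagens and the library size were chosen only after the result was seen. The libraries of each food and OP50 were split in every other way into groups of equal size. On HT115, 1 of the 35 splits of the 8 libraries gave as many genes, the real one, but this rests on a count of 2 genes. On Red 2 of 35 did, and on Orange 2 of 35, the real one among them, with up to 652 and 4535 genes in another split, and on HB101 and Yellow, where 0 genes were called, 35 of 35. At an unadjusted p under 0.05, 16, 4, 12, 5 and 5 of the 35 splits gave as many genes, so a chance division is not excluded on any food, HT115 included. Over 3 libraries 1, 10, 1, 1 and 1 of the 10 splits gave as many, but 10 splits are too few to exclude chance. For gene classes past 0.05 under camera, 11, 8, 15, 9 and 12 of the 35 splits gave as many, so those counts could arise by chance. Over 3 libraries 1, 3, 5, 1 and 3 of 10 did (classes adjusted within each food), again too few splits to tell.

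Sharing OP50 libraries drawn at random does not account for the 140 genes: simulated unchanged groups gave at most 1 gene on all 5 foods. The draws rested on the 18 libraries of the authors' tables, so they do not test which OP50 libraries were chosen. Over all 4 libraries DESeq2 called 3 genes on all 5 foods. Library size does not account for the count on Yellow, which was 5874 at equal depth. Scaling stays open as a part of the excess of higher genes on HB101, Orange and Yellow, since the lowest share over 3 scalings was 62.7% over 4 libraries and 49.7% (Yellow) over 3, and no count outside the genes fixes the scale.

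One axis held 66% of the variance within foods over 15066 genes, the next 9.23%. The SD of collagens within foods was 1.82, against 0.51 for random lists, so worms of different developmental age at the fixed harvest time could lie behind the axis. Molting genes and vitellogenins deviated from their food's mean in opposite directions (r = -0.92, two-sided permutation within foods, p = 7e-04; adjusted p = 0.001, Benjamini-Hochberg), as did molting and oocyte genes (r = -0.9, p = 0.001). By weight on the axis, the median percentile of the 140 genes was 1.9, against 99.2 for vitellogenins. With the axis as a linear covariate the mean correlation of HB101, Orange and Yellow was 0.85, and 17 of the 140 genes were still called on all 5 foods. A linear effect of the axis thus did not remove all of the shared change. The design alone gives 0.55 to 0.56, but only for independent genes, so whether the axis is the whole cause stays open. For the other 123 genes it is open also because the covariate removes changes that foods share with the axis.

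Yellow replicates 1 and 4 carry genes that mark Orange, with median scores of 1.12 and 0.82 in them against 0.14 and 0.27 in replicates 2 and 3. The markers of HB101 (16 genes) scored 0.68 and 1.17 in Yellow replicates 2 and 3, against 0.5 and 0.22 in replicates 1 and 4. A mixed or mislabelled sample could give either pattern. The markers of Yellow (19 genes) scored 0.88, 0.82 and 0.89 in Orange replicates 2, 3 and 4, but 0.17 in Orange replicate 1. The marker lists thus part these foods in some libraries and not in others, so whether a sample was mixed or mislabelled stays open.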
